# p.E95K mutation in Indian hedgehog causing brachydactyly type A1 impairs IHH/Gli1 downstream transcriptional regulation

**DOI:** 10.1186/s12863-018-0697-5

**Published:** 2019-01-16

**Authors:** Lu Shen, Gang Ma, Ye Shi, Yunfeng Ruan, Xuhan Yang, Xi Wu, Yuyu Xiong, Chunling Wan, Chao Yang, Lei Cai, Likuan Xiong, Xueli Gong, Lin He, Shengying Qin

**Keywords:** Brachydactyly type A1, Indian hedgehog, Gli1, E95K

## Abstract

**Background:**

Brachydactyly type A1 (BDA1, OMIM 112500) is a rare inherited malformation characterized primarily by shortness or absence of middle bones of fingers and toes. It is the first recorded disorder of the autosomal dominant Mendelian trait. Indian hedgehog (*IHH*) gene is closely associated with BDA1, which was firstly mapped and identified in Chinese families in 2000. Previous studies have demonstrated that BDA1-related mutant IHH proteins affected interactions with its receptors and impaired IHH signaling. However, how the altered signaling pathway affects downstream transcriptional regulation remains unclear.

**Results:**

Based on the mouse C3H10T1/2 cell model for IHH signaling activation, two recombinant human IHH-N proteins, including a wild type protein (WT, amino acid residues 28–202) and a mutant protein (MT, p.E95k), were analyzed. We identified 347, 47 and 4 Gli1 binding sites in the corresponding WT, MT and control group by chromatin immunoprecipitation and the overlapping of these three sets was poor. The putative cis regulated genes in WT group were enriched in sensory perception and G-protein coupled receptor-signaling pathway. On the other hand, putative cis regulated genes were enriched in *Runx2*-related pathways in MT group. Differentially expressed genes in WT and MT groups indicated that the alteration of mutant IHH signaling involved cell-cell signaling and cellular migration. Cellular assay of migration and proliferation validated that the mutant IHH signaling impaired these two cellular functions.

**Conclusions:**

In this study, we performed integrated genome-wide analyses to characterize differences of IHH/Gli1 downstream regulation between wild type IHH signaling and the E95K mutant signaling. Based on the cell model, our results demonstrated that the E95K mutant signaling altered Gli1-DNA binding pattern, impaired downstream gene expressions, and leaded to weakened cellular proliferation and migration. This study may help to deepen the understanding of pathogenesis of BDA1 and the role of IHH signaling in chondrogenesis.

**Electronic supplementary material:**

The online version of this article (10.1186/s12863-018-0697-5) contains supplementary material, which is available to authorized users.

## Background

The Hedgehog (HH) signaling pathway is a key signaling pathway that regulates a wide range of developmental processes in vertebrate and invertebrate organisms [1–3]. HH proteins in mammals consist of three homologues: Indian hedgehog (IHH), Sonic hedgehog (SHH) and Desert hedgehog (DHH). In mammal developing cartilage, IHH is primarily expressed by chondrocytes. IHH protein interacts with its receptor Patched 1 (PTCH1) or other partners, followed by the transduction of the signaling through Smoothened (SMO) protein. This process ultimately regulates expression of downstream genes by Gli zinc finger domain-containing transcription regulators (Gli1 to − 3) [4, 5]. Transcription regulator Gli1 is a central activator of the HH pathway, while Gli2 and Gli3 serve as activators or as repressors depending on HH signaling level [6–8]. HH/Gli signaling pathway regulates multiple aspects of endochondral bone formation and controls the growth of skeleton by coordinating chondrocyte proliferation and differentiation [9]. Studies of chondrogenesis suggested that there existed a complicated network of various signal interactions [10] involving IHH signaling. Gli-mediated regulation of IHH signaling in vertebrates controls downstream gene expressions during the cartilage development [11]. The significant discoveries of the direct targets of Gli-activator in HH signaling made in last few years [12–16] have provided new insights to our understanding of general mechanism of HH/Gli downstream regulation.

Heterozygous missense mutations in IHH result in brachydactyly type A1 (BDA1; OMIM 112500), a condition characterized by the shortening of digits due to hypoplasia/aplasia of the middle phalanx [17, 18]. In 2009 and 2011, two studies have revealed that the BDA1-related mutant IHH impaired its interaction with PTCH1 and HIP1 and lowered the responses close to the source but increased those at a distance. The final enhanced IHH signaling range might cause reduced bone growth [5, 19]. Recent work has indicated that HH signaling transduced into a gradient of Gli activity that orchestrates patterning of development, while relatively small differences in the ration of Gli forms (Gli activators and repressors) dictated distinct transcriptional outputs [20]. However, how the BDA1-related mutant IHH signaling changes Gli-mediated transcriptional regulation remains unclear.

In this study, we aimed to initiate an effort to characterize the alteration of Gli1-mediated transcriptional regulation caused by E95K mutant signaling. First, C3H10T1/2 cells were induced with wild type (WT) or E95K mutant (MT) IHH protein to activate IHH signaling. After 2 days’ incubation, chromatin immunoprecipitation (ChIP) was conducted and then the DNA products were used to interrogate ChIP-chip analysis for identifying and mapping gli1-binding sites. Then we performed microarray-based gene expression analysis on RNA derived from the induced cells. All the data was integrated by bioinformatics analyses to construct IHH/Gli1 downstream pathway networks. In sum, our results demonstrated significant differences of cartilage-specific Gli1-mediated transcriptional regulation between WT group and MT group. This discovery will help us to unveil the underlying intracellular mechanisms that modulate pathogenesis with BDA1 and to promote the cartilage defect therapy.

## Methods

### IHH protein expression and purification

The pGEX-2 T-based recombinant human IHH-N proteins, including wild type protein (amino acid residues 28–202) and a mutant protein (E95k), were expressed by the BL21 (DE3) strain of *Escherichia coli* (*E. coli*). We obtained the two transformed strains from Bio-X Institutes, Shanghai Jiao Tong University, which had been published earlier [19]. After coated plates, monoclonal colony was selected and incubated in 5 ml LB liquid medium with ampicillin at 37 °C overnight. Then the medium was transferred to 400 ml 2 × YT liquid medium with ampicillin and incubated at 37 °C for 4 h. OD600 reached 0.6 when the strains were induced with 0.2 mM IPTG at 32 °C for 5 h.. Pellets were collected by centrifugation at 8000×g for 10 min at 4 °C and re-suspended in 200 mM NaCl and 20 mM Tris-HCl, pH 7.5 with cocktail protein inhibitors (Sigma-Aldrich), followed by sonication. After centrifugation at 25000×g for 30 min at 4 °C, the supernatant was collected. Then the proteins were purified according to the Bulk and RediPack GST Purification Modules (GE-Healthcare), followed by cleavage of the GST tag using thrombin. The purified IhhN proteins were verified by western blotting with IHH Antibody (SC-1782, Santa Cruz) and filtered by 0.22 μm filter (Millipore).

### IHH activation of C3H10T1/2 cell

The induction was performed following the method that had been described in previous study [19]. C3H10T1/2 cells (obtained from ATCC) was cultured in 12-well plates in a growth medium containing MEM/EBSS, 10% fetal bovine serum (FBS), and 2% penicillin/streptomycin. WT or MT IhhN (E95K) was added into the growth mediums (1x = 750 nM IhhN protein finally) when cells grow to 5 × 10^4^ per well. After 48 h of further incubation at 37 °C (5% CO_2_), the cells were harvested for further analysis. Expression of *Gli1, Ptch1* and *Ihh*, as markers of IHH signaling pathway, were detected by real time PCR. All the induction assays were performed in triplicate.

### ChIP-chip analysis

We used EZ-ChIP Kit (Millipore) to perform chromatin immunoprecipitation. After isolating sheared crosslinked chromatin, each sample (1 × 10^5^cells) was incubated overnight with 5 μg polyclonal Gli1 antibody (AB3444, Millipore) or matched IgG controls. Then 60 μL Protein G Agarose was added to each sample and incubated for 1 h at 4 °C with rotation. After incubation, Protein G Agarose was pelleted by brief centrifugation and washed according to the instruction manual. The pellets were incubated with 100 μL elution buffer (10 μL 20% SDS, 20 μL 1 M NaHCO_3_ and 170 μL sterile, distilled water) at room temperature for 15 min twice and the supernatant was collected. To each sample collection (totally 200 μL), 8 μL 5 M NaCl was added and incubated at 65 °C overnight to reverse the DNA-protein crosslink. On the next day, the samples were sequentially treated with RNAse A and Proteinase K. DNAs were purified using PCR Purification Kit (Qiagen) and amplified using GenomePlex® Whole Genome Amplification Kit (Sigma-Aldrich).

For each ChIP, 2 μg DNA was labeled with Cy5-dUTP for amplified ChIP sample and Cy3-dUTP for input sample and hybridized on MM9 ChIP 3x720K RefSeq Promoter microarray (Roche Nimblegen) according to the manufacturer’s recommendation. Three independent biological sample groups were employed in the analysis and one of the three groups was chosen to conduct further analyses based on its IHH activation level. Arrays were scanned using a Nimblegen MS 200 Microarrary Scanner at 2 μm resolution. Array signals were extracted using NimbleScan Software version 2.6 (Roche Nimblegen) according to the manufacturer’s instruction.

### Microarray-based gene expression analysis

We used TRIZOL™ solution (Invitrogen) to extract the total RNA from cell samples according to the manufacturer’s instruction. RNAs were examined by Agilent 2100 Bioanalyzer to assure its RIN to be more than 7. MicroRNA microarray analyses were performed using 200 ng total RNA on Mouse GE 4x44K v2 Microarray (Agilent Technologies). 

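The arrays measured microRNAs (miRNAs), short RNAs that lower the output of the mRNAs they pair with, in C3H10T1/2 cells, a mouse mesenchymal cell line that responds to hedgehog proteins. Cells of the WT group and of the MT group were incubated for 48 h with 750 nM wild type or E95K mutant IhhN, and the sample labels describe the cells of the control group as not induced with protein. The labels also give 750 nM for the control group, for which the paper's methods state no dose, and it was taken here as 0 nM because of the label without induction. Each group had 2 RNA samples (n = 2 replicates). Each RNA sample of the WT group was hybridized on 2 arrays, which made 4 arrays for the WT group, 2 for the MT group and 2 for the control group. All 8 arrays lay on 1 slide of 2 rows and 4 columns. The 4 WT arrays filled row 1, with replicate 1 in columns 1 and 2 and replicate 2 in columns 3 and 4. The MT arrays lay in columns 1 and 2 of row 2 and the control arrays in columns 3 and 4 of the same row. The labels give 0.5 µg of total RNA, and the paper gives 200 ng. The deposited files are of a one-colour Agilent miRNA array and name an earlier version of Feature Extraction than the version 12.5 of the methods, which name a gene expression array.
Every array held 13715 spots, of which 13000 measured 650 miRNAs, 611 of mouse and 39 of mouse viruses. A miRNA had 1 to 4 probes and a probe 5 to 20 spots. The authors deposited the background-subtracted intensity of each spot, without normalization between arrays. A probe was taken as detected on an array when over 50% of its spots were marked by Feature Extraction as well above background. The arrays of WT replicate 1 detected 104 and 117 mouse miRNAs, and those of WT replicate 2 detected 144 and 147. In the MT group 106 miRNAs were detected in replicate 1 and 143 in replicate 2, and in the control group 150 and 146. The array of MT replicate 1 and the first array of WT replicate 1, both in column 1, had the widest negative control spots, with SDs of 5.61 and 6.63 signal units against 2.91 to 3.76 on the other 6 arrays. No spot was saturated. The labelling and hybridization spike-in signals were out of Feature Extraction's range on every array, so they could not be used to compare the arrays.

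**Figure D1:**
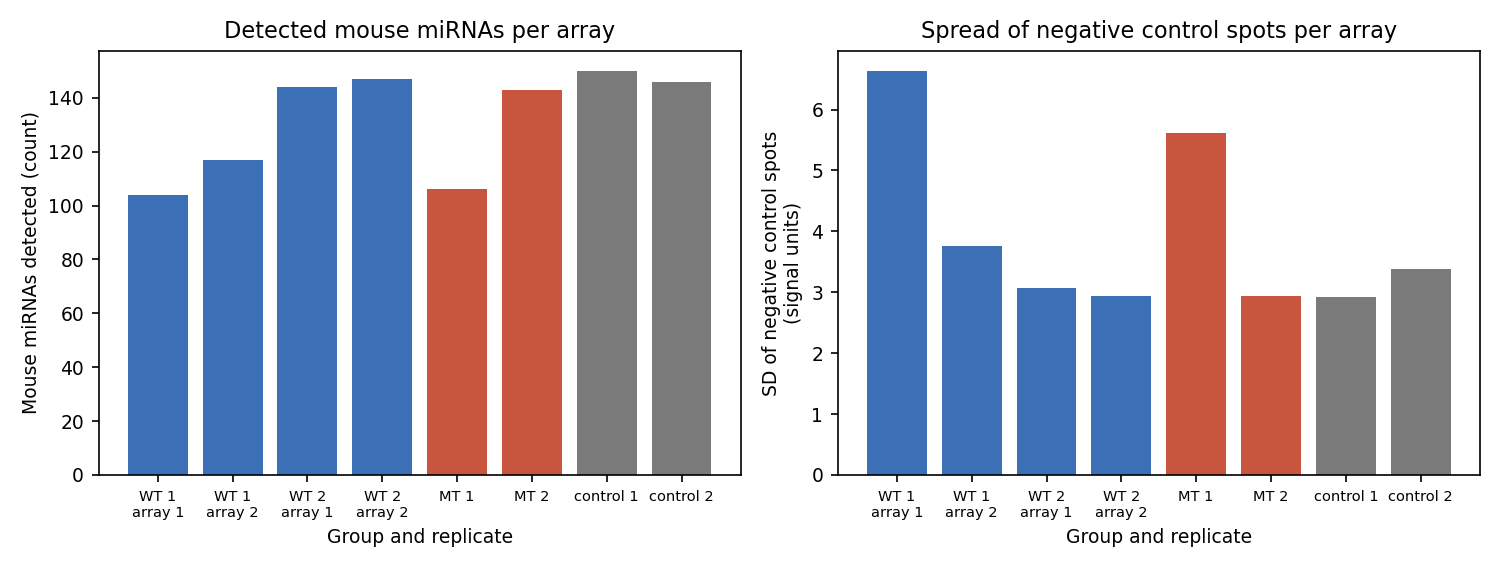
Number of mouse miRNAs detected (left) and SD of the negative control spots in signal units (right) on each of the 8 arrays, 1 bar per array, by group and replicate. WT replicate 1 and MT replicate 1 detected 104 to 117 miRNAs and the other arrays 143 to 150.

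Signals were scaled to the 75th percentile of the 174 probes detected on all arrays, set to a floor and taken to the log2 scale, and the brightest probe stood for each miRNA. The fit covered the 142 mouse miRNAs detected on all arrays of at least 1 group. All 142 were detected on both control arrays, 106 on both MT arrays and 104 on all 4 WT arrays. The median SD between 2 arrays of the same RNA was 0.07 on the log2 scale for WT replicate 1 and 0.06 for WT replicate 2. Between replicates the median SD was 0.13 in the WT group, 0.13 in the MT group and 0.14 in the control group. The error between arrays of one RNA was thus the smaller part of the spread. These arrays lay in neighbouring columns, so a technical difference between distant columns is not part of that error. The number of RNA samples limits the precision of every comparison, since 2 replicates in each of 3 groups leave 3 residual degrees of freedom.

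**Figure D2:**
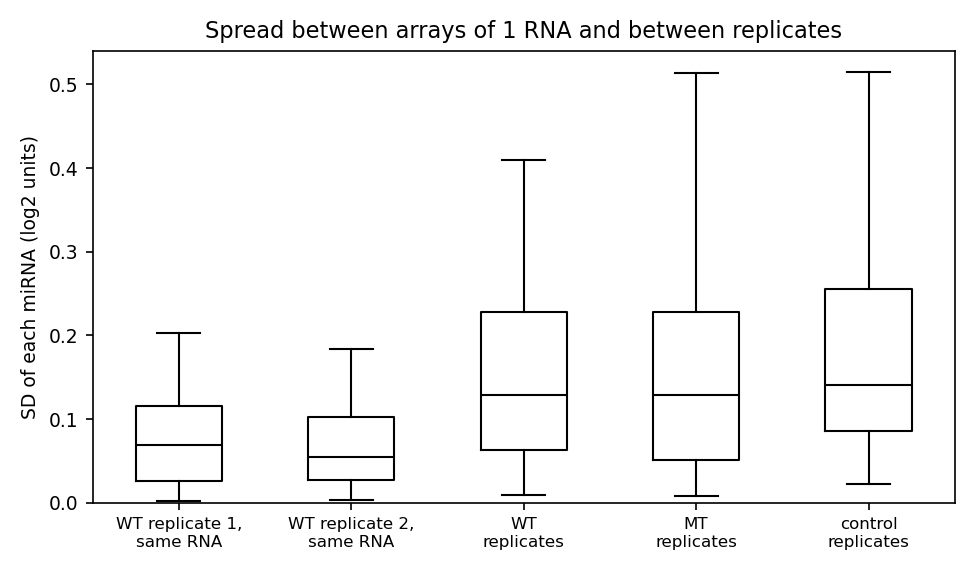
SD of each of the 142 miRNAs in log2 units between 2 arrays of one RNA (left 2 boxes) and between the 2 replicates of each group (right 3 boxes). Boxes span the 25th to 75th percentile with the median as a line, whiskers the 5th to 95th percentile, and the medians lie at 0.07 and 0.06 for the same RNA and between 0.13 and 0.14 for replicates.

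In limma's moderated test with Benjamini-Hochberg adjustment, 0 of the 142 miRNAs passed an adjusted p of 0.05 for WT against control, MT against control or WT against MT. At an unadjusted p under 0.05 there were 40, 56 and 0 miRNAs in the same order, where 7.1 would be reached by chance. The 7.1 is an average and gives no range for the count, since miRNAs are not independent. The MT and control arrays lay on opposite sides of the slide, so group and side cannot be told apart for MT against control. The count past the adjusted p moved most under normexp background correction, to 22 miRNAs for WT against control and 40 for MT against control. With scaling over all mouse probes 3 and 26 miRNAs had an unadjusted p under 0.05 in these comparisons, all lower than in control. The percentile of that scaling lay at 3.70 to 8.05 signal units, close to the SD of the negative controls, so these directions rest on a value near background. A fold change above 2, the criterion the paper names for its mRNA arrays, was reached by 3 miRNAs for WT against control, 1 for MT against control and 0 for WT against MT. The paper's text reports no miRNA values.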

The amplification, labeling, hybridization and scanning of samples were accomplished by Agilent Technologies (Shanghai, China) using standard protocols. The data were extracted by Feature Extraction version 12.5 (Agilent Technologies) and analyzed by Genespring GX version 12.6 (Agilent Technologies).

### Validation of Results from Microarray-based Analyses by Quantitative Real-time PCR

All qPCR data generated were compliant with current Minimum Information for Publication of Quantitative Real-Time PCR Experiment (MIQE) standards according to Bustin et al. [21].

RNA was reverse transcribed to cDNA using the transcriptor high-fidelity cDNA synthesis kit (Roche), with random hexamers according to the manufacturer’s instructions. We used qPCR with SYBR Green to validate results of microarrays. Primers for ChIP-chip and gene expression microarray were designed by Beacon Designer version 7.9 (PREMIER Biosoft). The PCR reaction was performed using the FastStart Universal SYBR Green Master (Rox) Kit (Roche Diagnostics) on ViiA™ 7 Real-Time PCR System (Applied Biosystems). Each sample in triplicates was assessed in denaturation at 94 °C for 10 min, following by 40 cycles of denaturation at 94 °C for 15 s and annealing at 60 °C for 40 s. Expression levels were assessed in triplicate, normalized to *Gapdh* and *Hprt* control levels. All the sequences of the validation primers are shown in Additional file 1.

### Microarray data process

All the microarray data generated were compliant with current Minimum Information About a Microarray Experiment (MIME) standards according to Brazma et al. [22].

### ChIP-chip data process

Raw data of microarrays were generated in pair format using NimbleScan software version 2.6 (Roche Nimblegen). Peak calling was accomplished by MA2C peak calling algorithm (version 1.0.0, *P* = 1e-5, Robust method, C = 2) [23]. The raw data had been submitted to NCBI Gene Expression Omnibus (GSE74022) [24]. Resulting peak files in bed and wig formats were used as input for Cis-regulatory Element Annotation System [25] to annotate peaks with genome features within Cistrome [26] galaxy environment.

To discover de novo motifs of Gli1, MEME-CHIP [27] analysis were conducted on around 500 bp sequences on surrounding peak centers for peak sets. Cluster analysis of peaks were performed following functional enrichment analysis with Database for Annotation, Visualization and Integrated Discovery (DAVID) [28, 29] and Gene Ontology Analysis [30–32]. We used Reactome platform to conduct pathway analysis of the predicted genes [33].

To identify correlation between Gli1-binding peaks and potential target genes, we annotated each peak to any gene within 25 kb from peaks to transcription start site (TSS) region according to the UCSC browser within the Galaxy environment.

### Gene expression microarray data process

The differentially expressed genes (DEGs) among three groups were identified and clustered using Genespring GX version 12.6 (Agilent Technologies). DEGs were filtered by a criteria of fold change> 2.0. The raw data could be obtained from GEO (GSE74021).

### Integrated analysis of microarray data

We used Ingenuity Pathway Analysis (IPA, Qiagen Corp.) to integrate transcriptional DNA-binding sites and mRNA expression for prediction of interactions between signaling pathways. We used Galaxy (https://usegalaxy.org/) for sequence manipulating, correlation computing and genomic interval operation [34–36]. We used Binding and Expression Target Analysis to combine ChIP-chip with differential gene expression data to infer direct target genes [37]. We used VennDiagram in R to draw venn diagrams [38].

### Cell migration and proliferation test

For cell migration test, C3H10T1/2 cells were seed into 6-well tissue culture plates and grew in MEM/EBSS medium with 10% FBS until they reach ~ 70–80% confluence as a monolayer. We scratched the monolayer with a new 10 μl pipette tip across the well. After scratching, the cells were washed twice with medium and replenished with fresh medium. After 48 h of incubation, the cells were washed twice with 1x PBS and fixed with 3.7% paraformaldehyde. The gap distances were evaluated quantitatively by ImageJ software. Experiment in each group was run in triplicate.

For cell proliferation test, we used MTT Cell Proliferation and Cytotoxicity Assay Kit (Beyotime, China). C3H10T1/2 cells were seed into 96-well tissue culture plate and each well contained ~ 1000 cells within 100 μl MEM/EBSS medium with 10% FBS. After 48 h of culturing with or without IHH-induction, each well was added with 10 μl MTT and the incubation continued for 4 h. Then 100 μl formanzan solution was added into each well. After 4 h of incubation, the absorbance was calculated at 570 nm. Experiment in each group was repeated in triplicate.

## Results

### Activation of IHH signaling pathway in C3H10T1/2 cells induced by IhhN proteins

According to previous BDA1 cell model [19], after incubation of C3H10T1/2 cells with 750-nM IhhN protein for 48 h, targets of activated IHH signaling, such as *Gli1*, *Ptch1* and *Ihh*, were examined using quantitative real time PCR in two groups (Fig. 1). *Ihh* and *Gli1* were up-regulated after induction. The expression of *Gli1* was higher in WT group than in MT group (3.63 vs 2.07, *p* = 0.051). These results suggested that E95K mutant IHH weakened the activation of IHH signaling. Interestingly, we observed that *Ptch1*, a 12-transmembrane domain receptor belonging to the Hedgehog (HH) signaling, was up-regulated in WT group but down-regulated in MT group (2.27 vs 0.67, *p* = 0.093). The binding between IHH and PTCH1 contributes to the blocking of inhibitory effects of PTHC1 on the activity of SMO, thus activating the IHH signaling downstream targets [39].

**Fig. 1:**
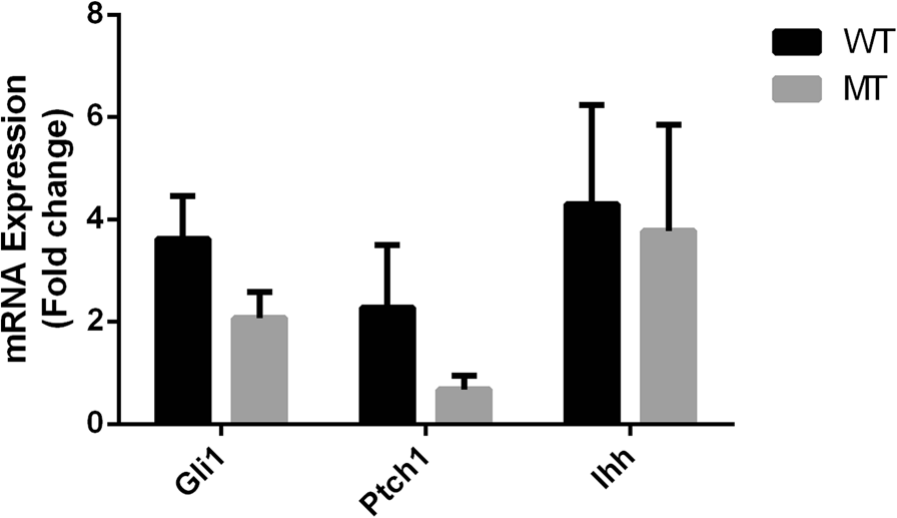
Relative mRNA expression level of *Gli1*, *Ihh* and *Ptch1* after IHH activation. Relative to control group, mRNA expression of *Gli1*, *Ihh* and *Ptch1* in WT and MT group after 2-day incubation with 750 nM IhhN protein

### Genome-wide characterization of Gli1-binding sites reveals the differences of downstream regulation in response to IHH signaling between two groups

Based on data from ChIP-chip experiments, we conducted the peak calling using MA2C algorithm [23] and identified 347 peaks in WT group, 47 peaks in MT group and 4 peaks in control group (peak selection threshold = *p*-value <10e-5) (Additional file 2). Among WT, MT and control group there was few overlapping of Gli1 binding sites (Fig. 2a), which indicated that the alteration of IHH signaling had a great impact on Gli1-mediated downstream regulation. We performed de novo motifs searching on the sequences derived from ChIP-chip peaks. However, no significant Gli1 binding consensus sequences were found in any dataset. To verify the ChIP-chip results, a subset of Gli1-binding sequences was validated by real time PCR (Additional file 1).

**Fig. 2:**
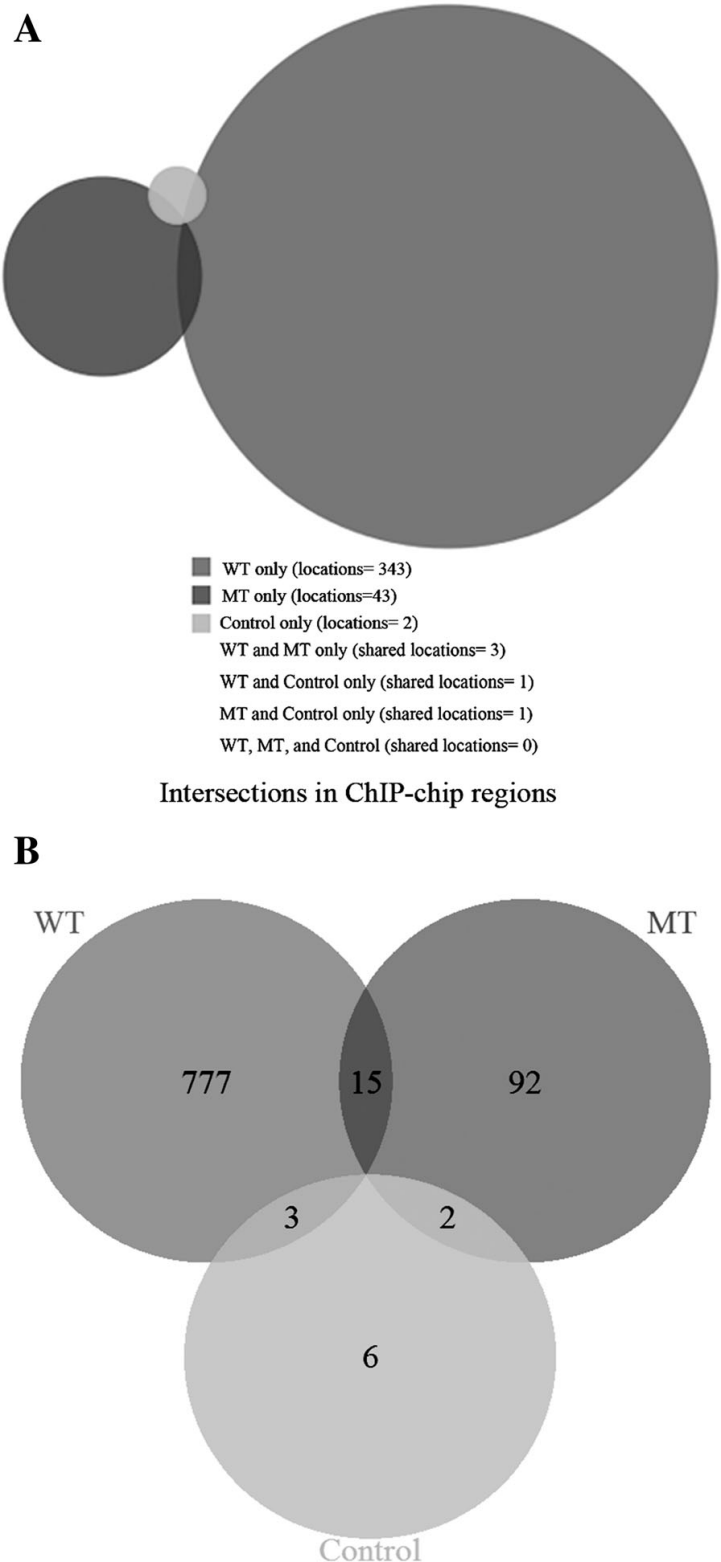
Results from ChIP-chip analysis. Results from ChIP-chip data indicated Gli1-mediated regulatory pattern in WT group had a significant difference from that in MT group. **a** Venn diagram of Gli1 binding sites (**b**) Venn diagram of predicted Gli1 downstream regulatory targets

### Characterization of cis-regulation targets mediated by Gli1 in response to IHH signaling

Based on the NCBI RefSeq genes database, we annotated sequences within 25 k bp of Gli1 binding sites to characterize potential Gli1-regulated targets and identified 795 genes in WT group, 109 genes in MT group and 11 genes in control group using the methods described in earlier study [40] (Additional file 3). Gli1 appeared to regulate more targets in WT group than in MT group and there existed a very small number of overlapping candidate genes in two groups (Fig. 2b). The result of gene enrichment analysis showed that there were significant enrichments of cell-to-cell signaling and interaction related biological processes among candidate genes in WT group, while there were no significant enrichments found in MT and control group (Table 1).

**Table 1:** Gene Enrichment of targets in WT group

GO biological process complete	*Mus musculus* - REFLIST (22262)	Gene sets in WT	Expected	Over/under	Fold Enrichment	Raw *P*-value	FDR
Sensory perception of smell (GO:0007608)	1089	82	34.05	+	2.41	1.33E-12	2.05E-08
Sensory perception of chemical stimulus (GO:0007606)	1377	92	43.05	+	2.14	2.91E-11	1.49E-07
G-protein coupled receptor signaling pathway (GO:0007186)	1793	111	56.06	+	1.98	1.73E-11	1.33E-07
Sensory perception (GO:0007600)	1757	102	54.93	+	1.86	4.68E-09	1.20E-05
Nervous system process (GO:0050877)	2120	115	66.28	+	1.74	1.72E-08	3.77E-05
System process (GO:0003008)	2592	133	81.04	+	1.64	2.42E-08	4.14E-05
Signaling (GO:0023052)	4966	227	155.26	+	1.46	7.79E-10	3.00E-06
Cell communication (GO:0007154)	5084	231	158.95	+	1.45	1.04E-09	3.20E-06
Signal transduction (GO:0007165)	4629	206	144.72	+	1.42	6.62E-08	1.02E-04
Multicellular organismal process (GO:0032501)	7058	293	220.66	+	1.33	1.77E-08	3.41E-05
Cellular response to stimulus (GO:0051716)	6089	242	190.37	+	1.27	2.37E-05	2.80E-02
Cellular process (GO:0009987)	13,831	486	432.41	+	1.12	2.96E-05	3.25E-02
Biological_process (GO:0008150)	20,540	671	642.16	+	1.04	1.17E-05	1.50E-02
Unclassified (UNCLASSIFIED)	1722	25	53.84	–	0.46	1.17E-05	1.64E-02

Then we performed microarray-based analysis for mRNA expression profile. Differential genes expression (DEGs, fold change > 2 compared to control group) was analyzed in WT and MT group (Additional file 4). We identified genes with the largest differences in gene functions between WT group and MT group (Table 2). Expression of seven genes with this signature was validated by real-time PCR (Additional file 5).

**Table 2:** Top 5 Molecular and Cellular Functions

Both Up-regulated in WT and MT group	#Moleculars	Up-regulated in WT and Down-regulated in MT	#Moleculars
Cell Morphology	36	Cell-To-Cell Signaling and Interaction	10
Cellular Development	25	Cell Morphology	5
Cellular Function and Maintenance	22	Cellular Assembly and Organization	5
Cellular Assembly and Organization	18	Cellular Function and Maintance	4
Cellular Movement	11	Cellular Movement	3

To characterize targets of Gli1 cis-regulation, we matched up-regulated genes among DEGs with putative Gli1-targeting genes from ChIP-chip. The result showed that *Cfd* was the only one gene shared in the two datasets while 32 matched genes in WT group and 4 matched genes in MT group were found (Additional file 6).

### E95K mutant signaling impaired cellular migration and proliferation

According to our previous results, Gli1 targets and DEGs were enriched in cell-to-cell signaling and interaction as well as cellular activities (Tables 1 and 2). *Wnt5a*, an enhancer of cell migration and invasion, was down regulated in MT group. Cell migration and proliferation assay was performed to analyze the impact of altered IHH signaling on cellular activity. We measured the migration speed with high (10%) or low (0.25%) FBS concentration. We calculated the absorbance of MTT at 570 nm after 48 h of cell growth based on a gradient of IhhN protein incubation. Cells in WT group had a higher migration speed (Fig. 3) and proliferation speed (Fig. 4) than those in MT group. The ability of cellular proliferation increased when IhhN concentrations increased (Fig. 4).

**Fig. 3:**
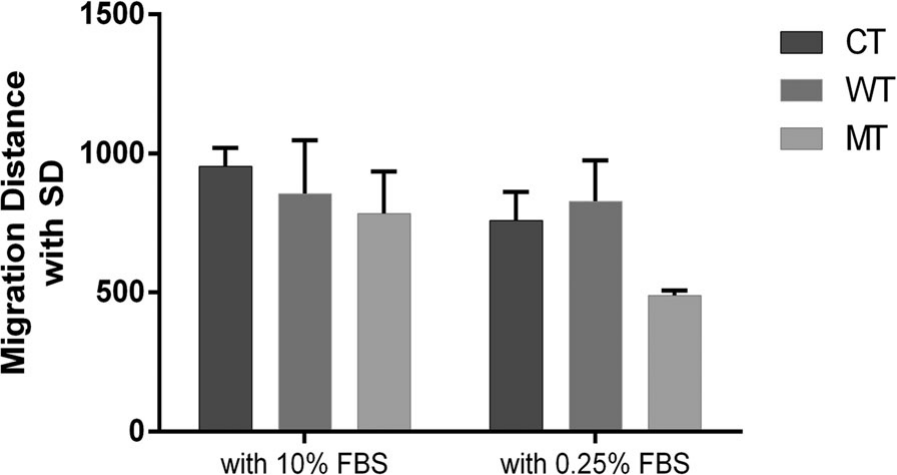
Cell migration assay. Cells in MT group showed lower migration speed than those in WT group (*p* = 0.64 with 10% FBS, *p* = 0.02 with 0.25% FBS)

**Fig. 4:**
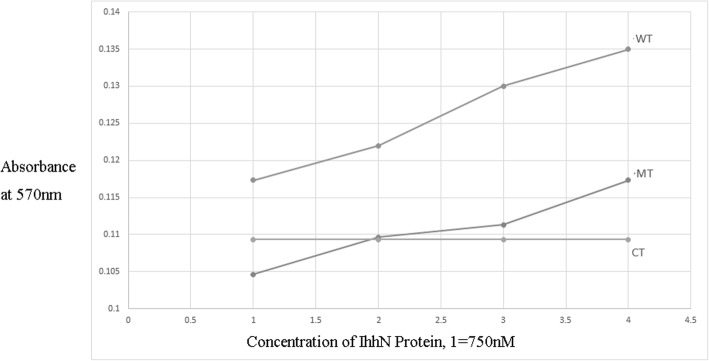
MTT proliferation assay. With increasing concentrations of IhhN protein, the rate of cellular proliferation also increased. Moreover, cells in WT group showed a higher rate than those in MT at the same concentration

### Pathway analysis reveals potential pathogenesis of E95K-induced BDA1

We used Reactome platform to conduct pathway analysis and showed top 25 significant pathways (Additional file 7 and Additional file 8) [33]. Predicted Gli1-target genes were enriched in *Runx2*-related pathways in MT group (6 of top 25 pathways, *p* < 0.05, Additional file 8) but not in WT group (Additional file 7).

The Gli1 binding position in MT group (chr17: 44,872,717-44,873,366) locates at exon1 or intron1/2 of some *Runx2* transcript variants. *Runx2* is a transcription factors and encodes a nuclear protein with a Runt DNA-binding domain. This protein is essential for osteoblastic differentiation and skeletal morphogenesis and acts as a scaffold for nucleic acids and regulatory factors involved in skeletal gene expression. Both loss-of-function and gain-of-function of *Runx2* would result in brachydactyly. It was reported that intragenic duplication encompassing exons 3–5 or 3–6 of *Runx2* gene was associated with brachydactyly phenotype [41, 42]. Real-time PCR results showed that *Runx2* had a lower expression level in both WT and WT groups compared to the control group. However, *Runx2* expression in MT appeared to be higher than in WT group (Additional file 9). And gene expression profile showed that *Mmp13*, the downstream target of *Runx2*, had a lower expression in WT than in MT group (Additional file 4). These results indicated that the E95K mutant IHH signaling had an impaired inhibition effect on *Runx2* expression and its downstream regulation, which was likely to cause brachydactyly.

## Discussion

In this study, we reported that the E95K mutant IHH signaling led to a significant alteration of Gli1-DNA binding pattern and weakened cellular function of migration and proliferation. Our results suggested that E95K mutation impaired the potency of IHH signaling at transcriptional regulation. This discovery was consistent with previous report that had shown that E95K mutant IHH impaired interactions with its partners in mouse model with digit abnormalities [5]. Our findings would be helpful to explain the mechanism of IHH/Gli1 downstream regulation altered by IHH p.E95K mutation.

In earlier studies, three mutant IHH protein, including E95K, D100E and E131K, were found in Chinese BDA1 families [17]. Further analysis of the processing and intracellular maintenance of BDA1 mutant IhhN proteins suggested that E95K mutant IHH protein had a similar stability as wild type IHH protein [19]. In this study, we minimized the possibility of differences caused by degradation of IHH proteins during induction. In addition, we focused on Gli1, a central positive transcriptional regulator without repressor forms among Gli genes [43], in order to simplify the analyses in our study. We also selected 750 nM concentration of IHH protein for signaling induction since it had been reported that activation of the signaling was most sensitive at this concentration [44].

Approaches for genome-scale transcription factor binding screening have been well developed in these years. The approaches had been successfully applied in researches on yeast [45], embryonic stem cells [46] and Drosophila embryos [47]. After that, integrative analysis by combining DNA-binding sites and gene expression data advanced the precise identification of transcription regulator target genes [12, 40, 48]. In this study, we managed to combine ChIP-chip data and gene expression data to propose a Gli1-mediated model of BDA1. There were some existing bioinformatics tools for integrative analysis such as BETA (Binding and Expression Target Analysis) for ChIP and mRNA expression data [37]. However, these methods required large datasets, such as experimental replications, to obtain credible results. Therefore, they were not applicable for a small number of specific samples in this study. It had been reported that integrative analyses like combining ChIP data with MCA analysis would greatly improve the optimal predictive rate of regulator target genes [12].

In this study, we failed to find Gli1 consensus binding sequence GACCACCCA from predicted peaks of ChIP-chip. This may indicated that Gli1 combined with co-transcriptors functioning as regulator in IHH/Gli1 signaling. This assumption was supported by a few reports [12, 49]. Our results suggested that transduction of E95K mutant IHH signaling altered Gli1’s interaction with transcriptional co-regulators and makes Gli1-DNA binding abnormal. Several studies had reported that graded SHH signaling resulted in distinct transcriptional regulation [50, 51]. However, there were few studies reported on how the alteration of IHH signaling affected its downstream transcriptional outputs. In this study, we demonstrated that mutant IHH signaling would lead to a distinct transcriptional pattern compared to wild type IHH signaling (Fig. 2).

We found that *Runx2*, a gene associated with brachydactyly, was differentially expressed between WT and MT group. Based on the evaluation of functional annotations of top 25 pathways from pathway analysis, *Runx2*-related pathway was shown to be one of the most relevant candidates to explain the variation in E95K-induced BDA1 and IHH downstream regulation. More functional analyses are to be conducted to confirm our discovery. Our future research plan will involve two experimental *Runx2*-target drugs, 3-Sulfinoalanine and O-Benzylsulfonyl-Serine, in order to rescue experiment of BDA1 cell model..

## Conclusions

Together, by integrative analyses of Gli1-binding sites scanning, mRNA expression profiling and cellular assays, this study revealed that the E95K mutant IHH signaling significantly changed the potency and effect of its Gli1-mediated downstream transcriptional regulation and identified potential novel targets of IHH/Gli1 pathway related to chondrogenesis. We proposed explanations of how in vivo the E95K mutation alters Gli1-mediated gene regulation and finally impairs IHH signaling capacity in BDA1 model. Our result would provide helpful information to understand the role of IHH signaling in chondrogenesis and pathogenesis in BDA1.

## Additional files

Additional file 1: ChIP Primers. Primer sequences used for ChIP validation.

Additional file 2: Peak Calling of Gli1-binding sites. ChIP-chip peak calling.

Additional file 3: Predicted Gli1 target genes. ChIP-chip predicted genes.

Additional file 4: Gene Expression Profile. Differentially expressed genes between three groups.

Additional file 5: Primers for Real Time PCR. Primers for gene expression validation.

Additional file 6: Matched Genes. matched genes between ChIP and DEGs.

Additional file 7: Pathway Analysis of Predicted Gli1 target genes in WT. Top 25 pathway analysis of predicted Gli1 target genes in WT.

Additional file 8: Pathway Analysis of Predicted Gli1 target genes in MT. Top 25 pathway analysis of predicted Gli1 target genes in MT.

Additional file 9: Relative expression of Runx2 with IHH concentration increasing. Relative expression of Runx2 with increased IHH concentrations in WT and MT group compared to control group.

## Abbreviations

BDA1: Brachydactyly type A1
*E. coli*: *Escherichia coli*
IHH: Indian Hedgehog
IhhN: Indian Hedghog N-terminus protein
MA2C: Model-based Analysis of 2-Color Arrays
MT: Mutant
TSS: Transcription start site
WT: Wild type

# Supplementary material for: p.E95K mutation in Indian hedgehog causing brachydactyly type A1 impairs IHH/Gli1 downstream transcriptional regulation
**Source:** BMC Genet. 2019 Jan 16;20:10. doi: 10.1186/s12863-018-0697-5
**Supplement:** Supplementary file 7 — Pathway Analysis of Predicted Gli1 target genes in WT. Top 25 pathway analysis of predicted Gli1 target genes in WT.

# Pathway Analysis Report

This report contains the pathway analysis results for the submitted sample ". Analysis was performed against Reactome version 66 on 22/10/2018 using any resource identifiers for the mapping.

The web link to these results is:

<https://reactome.org/PathwayBrowser/#/ANALYSIS=MjAxODEwMjIxMjE5MDBfMTMzMzk%3D>

Please keep in mind that analysis results are temporarily stored on our server. The storage period depends on usage of the service but is at least 7 days. As a result, please note that this URL is only valid for a limited time period and it might have expired.

## Table of Contents

1. [Introduction](#)
2. [Properties](#)
3. [Genome-wide overview](#)
4. [Most significant pathways](#)
5. [Pathway details](#)
6. [Identifiers found](#)
7. [Identifiers not found](#)

# 1. Introduction

Reactome is a curated database of pathways and reactions in human biology. Reactions can be considered as pathway 'steps'. Reactome defines a 'reaction' as any event in biology that changes the state of a biological molecule. Binding, activation, translocation, degradation and classical biochemical events involving a catalyst are all reactions. Information in the database is authored by expert biologists, entered and maintained by Reactome's team of curators and editorial staff. Reactome content frequently cross-references other resources e.g. NCBI, Ensembl, UniProt, KEGG (Gene and Compound), ChEBI, PubMed and GO. Orthologous reactions inferred from annotation for Homo sapiens are available for 17 non-human species including mouse, rat, chicken, puffer fish, worm, fly, yeast, rice, and Arabidopsis. Pathways are represented by simple diagrams following an SBGN-like format.

Reactome's annotated data describe reactions possible if all annotated proteins and small molecules were present and active simultaneously in a cell. By overlaying an experimental dataset on these annotations, a user can perform a pathway over-representation analysis. By overlaying quantitative expression data or time series, a user can visualize the extent of change in affected pathways and its progression. A binomial test is used to calculate the probability shown for each result, and the p-values are corrected for the multiple testing (Benjamini-Hochberg procedure) that arises from evaluating the submitted list of identifiers against every pathway.

To learn more about our Pathway Analysis, please have a look at our relevant publications:

Fabregat A, Sidiropoulos K, Garapati P, Gillespie M, Hausmann K, Haw R, ... D'Eustachio P (2016). The reactome pathway knowledgebase. *Nucleic Acids Research*, 44(D1), D481-D487. <https://doi.org/10.1093/nar/gkv1351>. Fabregat A, Sidiropoulos K, Viteri G, Forner O, Marin-Garcia P, Arnau V, ... Hermjakob H (2017). Reactome pathway analysis: a high-performance in-memory approach. *BMC Bioinformatics*, 18. ## 2. Properties

- This is an **overrepresentation** analysis: A statistical (hypergeometric distribution) test that determines whether certain Reactome pathways are over-represented (enriched) in the submitted data. It answers the question 'Does my list contain more proteins for pathway X than would be expected by chance?' This test produces a probability score, which is corrected for false discovery rate using the Benjamini-Hochberg method. [↗](#)
- 329 out of 770 identifiers in the sample were found in Reactome, where 898 pathways were hit by at least one of them.
- All non-human identifiers have been converted to their human equivalent. [↗](#)
- This report is filtered to show only results and pathway diagrams for Homo sapiens.
- The unique ID for this analysis (token) is MjAxODEwMjIxMjE5MDBfMTMzMzk%3D. This ID is valid for at least 7 days in Reactome's server. Use it to access Reactome services with your data.

### 3. Genome-wide overview

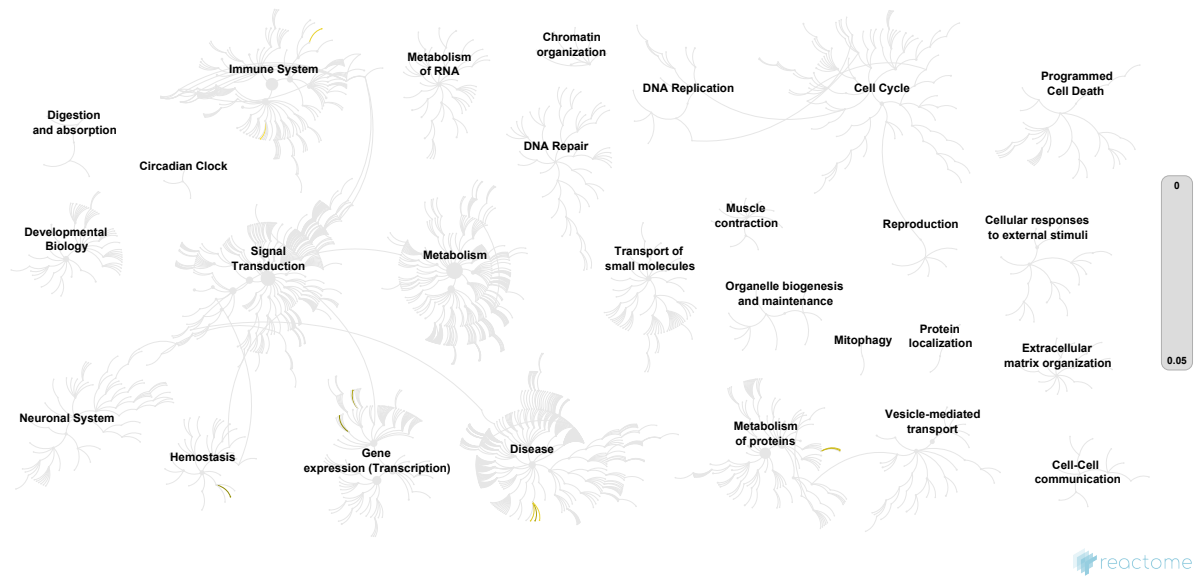

This figure shows a genome-wide overview of the results of your pathway analysis. Reactome pathways are arranged in a hierarchy. The center of each of the circular "bursts" is the root of one top-level pathway, for example "DNA Repair". Each step away from the center represents the next level lower in the pathway hierarchy. The color code denotes over-representation of that pathway in your input dataset. Light grey signifies pathways which are not significantly over-represented.

## 4. Top 25 pathways

\* False Discovery Rate

## 5. Pathway details

### 1. TRAF6 mediated IRF7 activation ([R-HSA-933541](#))

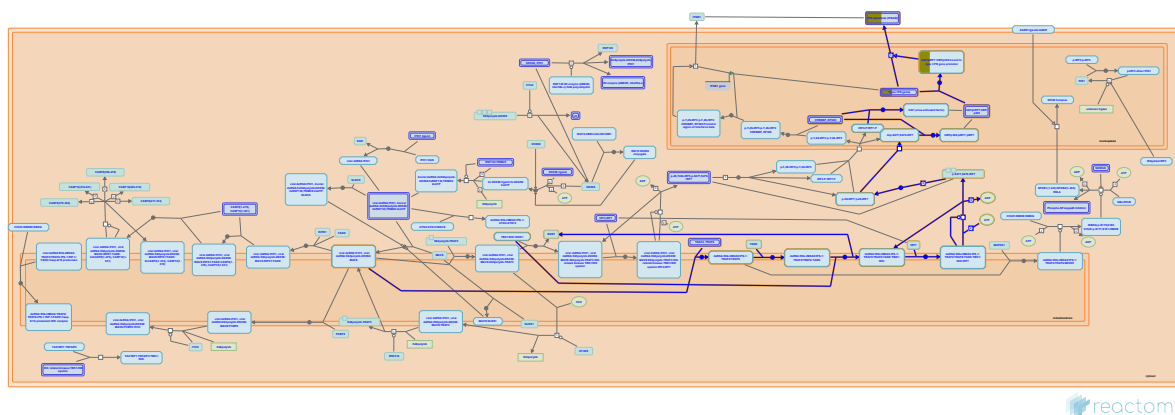

**Cellular compartments:** mitochondrial outer membrane.

TRAF6 is crucial for both RIG-I- and MDA5-mediated antiviral responses. The absence of TRAF6 resulted in enhanced viral replication and a significant reduction in the production of type I IFNs and IL6 after infection with RNA virus. Activation of NF- $\kappa$ B and IRF7, but not that of IRF3, was significantly impaired during RIG-like helicases (RLHs) signaling in the absence of TRAF6. TRAF6-induced activation of IRF is likely to be specific for IRF7, while TRAF3 is thought to activate both IRF3 and IRF7. These results strongly suggest that the TRAF6- and TRAF3-dependent pathways are likely to bifurcate at IPS-1, but to converge later at IRF7 in order to co-operatively induce sufficient production of type I IFNs during RLH signaling.

### References

Konno H, Yamamoto T, Yamazaki K, Gohda J, Akiyama T, Semba K, ... Inoue J (2009). TRAF6 establishes innate immune responses by activating NF- $\kappa$ B and IRF7 upon sensing cytosolic viral RNA and DNA. *PLoS One*, 4, e5674. [🔗](#)

### Edit history

### Elements found in this pathway

2. Loss of MECP2 binding ability to 5hmC-DNA (R-HSA-9022534)

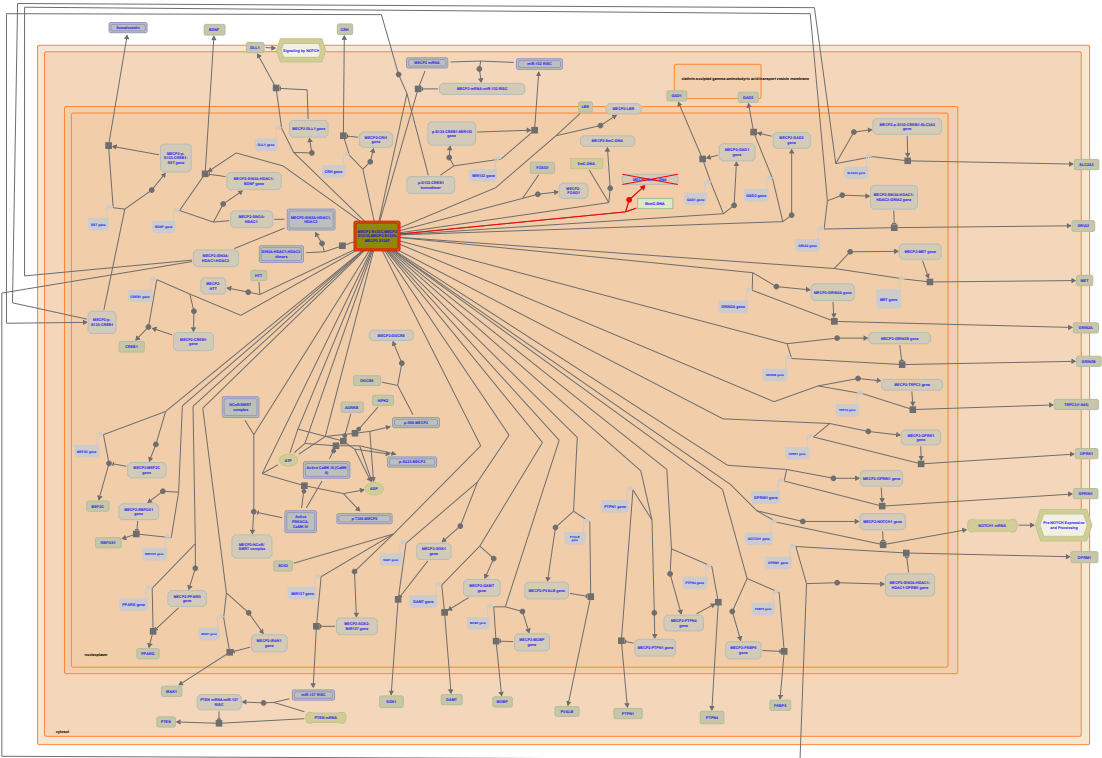

**Cellular compartments:** nucleoplasm.

**Diseases:** Rett syndrome.

Missense mutations in the methyl-CpG binding domain (MBD) of MECP2, spanning amino acids 90 to 162, negatively affect the binding ability of MECP2 to hydroxymethylated DNA (Mellen et al. 2012).

**References**

Mellén M, Ayata P, Dewell S, Kriaucionis S & Heintz N (2012). MeCP2 binds to 5hmC enriched within active genes and accessible chromatin in the nervous system. Cell, 151, 1417-30. [🔗](#)

**Edit history**

**Elements found in this pathway**

3. Regulation of IFNA signaling (R-HSA-912694)

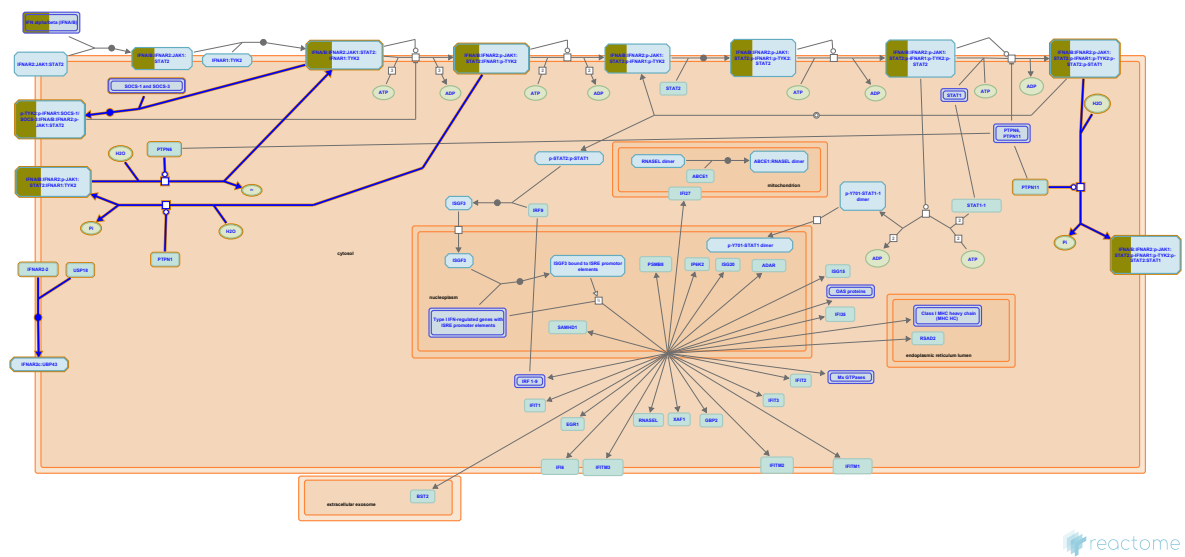

There are several proteins and mechanisms involved in controlling the extent of ligand stimulation of IFNA/B signaling. These mechanisms can effect every step of the IFNA/B cascade. Dephosphorylation of JAK and STAT by SHP protein phosphatases, inhibition of STAT function in the nucleus by protein inhibitors of activated STATs (PIAS) proteins, inhibition of tyrosine kinase activity of JAKs by SOCS as well as inhibition of JAK and IFNAR2 interaction by UBP43 are few of the negative regulation mechanisms in controlling type I IFN signaling.

References

Fenner JE, Starr R, Cornish AL, Zhang JG, Metcalf D, Schreiber RD, ... Hertzog PJ (2006). Suppressor of cytokine signaling 1 regulates the immune response to infection by a unique inhibition of type I interferon activity. *Nat Immunol*, 7, 33-9. [↗](#)

Malakhova OA, Kim KI, Luo JK, Zou W, Kumar KG, Fuchs SY, ... Zhang DE (2006). UBP43 is a novel regulator of interferon signaling independent of its ISG15 isopeptidase activity. *EMBO J*, 25, 2358-67. [↗](#)

Hilton DJ (1999). Negative regulators of cytokine signal transduction. *Cell Mol Life Sci*, 55, 1568-77. [↗](#)

Edit history

Elements found in this pathway

#### 4. Loss of MECP2 binding ability to the NCoR/SMRT complex (R-HSA-9022537)

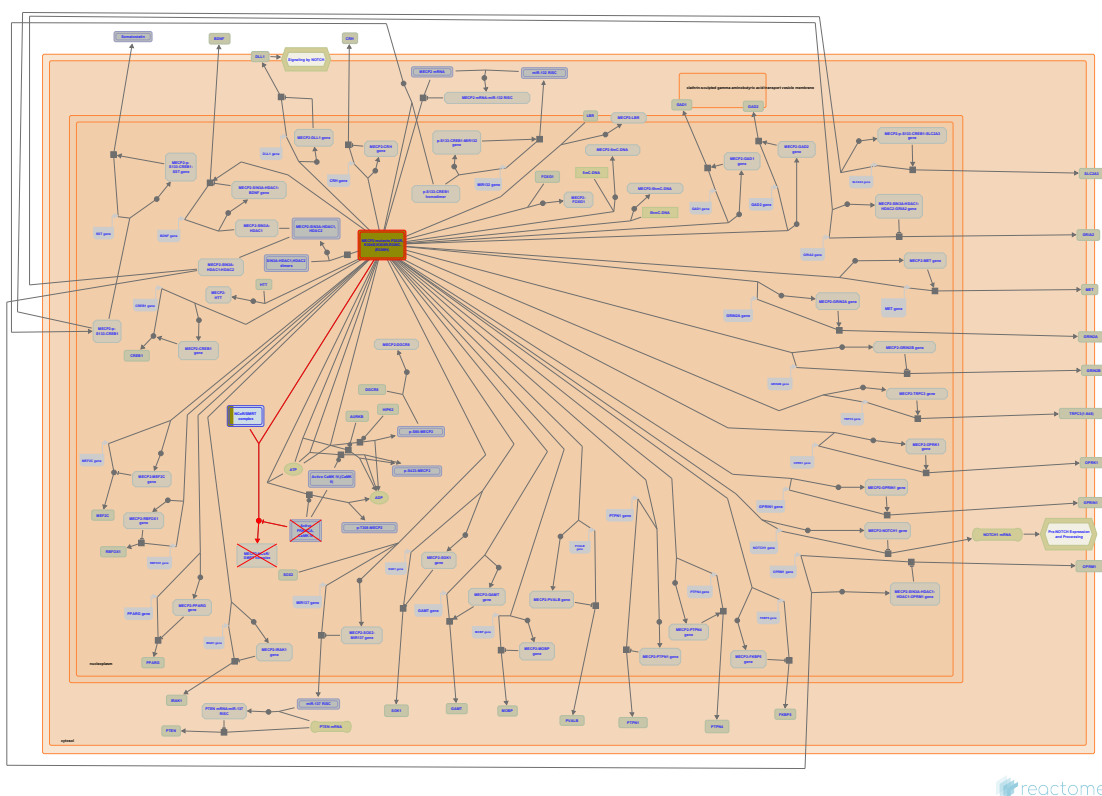

**Cellular compartments:** nucleoplasm.

**Diseases:** Rett syndrome.

Missense mutations in the transcriptional repression domain of methyl-CpG-binding protein 2 (MECP2) can negatively affect binding of MECP2 to the nuclear receptor co-repressor (NCoR/SMRT) complex (Lyst et al. 2013, Ebert et al. 2013).

#### References

Lyst MJ, Ekiert R, Ebert DH, Merusi C, Nowak J, Selfridge J, ... Bird A (2013). Rett syndrome mutations abolish the interaction of MeCP2 with the NCoR/SMRT co-repressor. *Nat. Neurosci.*, 16, 898-902. [🔗](#)

Ebert DH, Gabel HW, Robinson ND, Kastan NR, Hu LS, Cohen S, ... Greenberg ME (2013). Activity-dependent phosphorylation of MeCP2 threonine 308 regulates interaction with NCoR. *Nature*, 499, 341-5. [🔗](#)

#### Edit history

#### Elements found in this pathway

5. Transport of gamma-carboxylated protein precursors from the endoplasmic reticulum to the Golgi apparatus (R-HSA-159763)

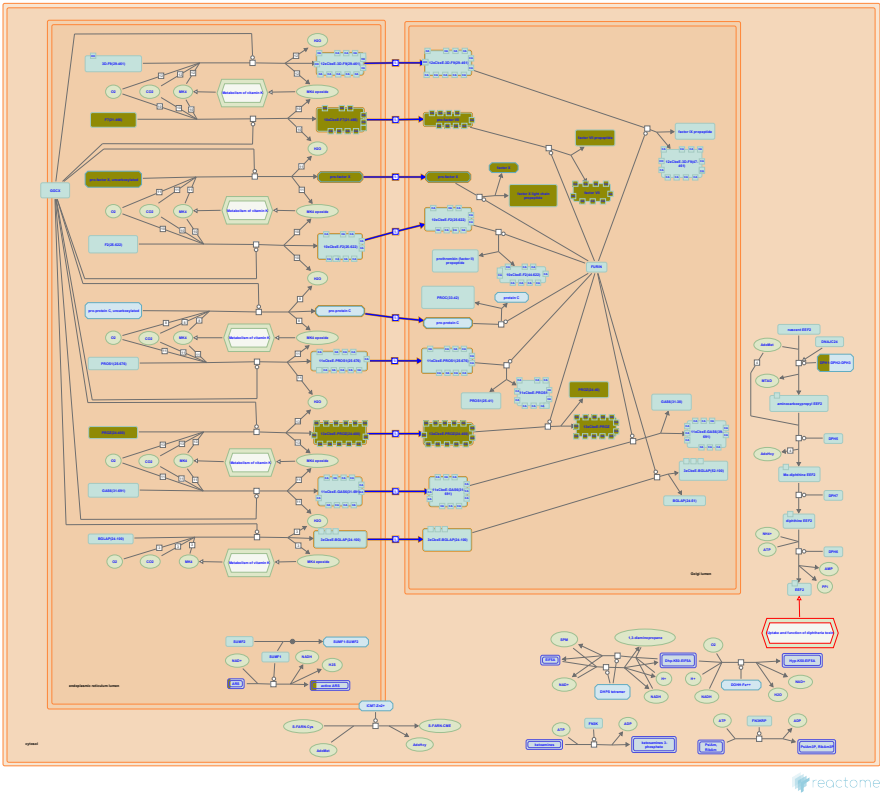

**Cellular compartments:** COPII-coated ER to Golgi transport vesicle.

Gamma-carboxylated proteins are moved by anterograde transport from the endoplasmic reticulum to the Golgi apparatus (Kirchhausen 2000).

**References**

Kirchhausen Tomas (2000). Three ways to make a vesicle. Nat Rev Mol Cell Biol, 1, 187-98. [🔗](#)

**Edit history**

**Elements found in this pathway**

## 6. Removal of aminoterminal propeptides from gamma-carboxylated proteins (R-HSA-159782)

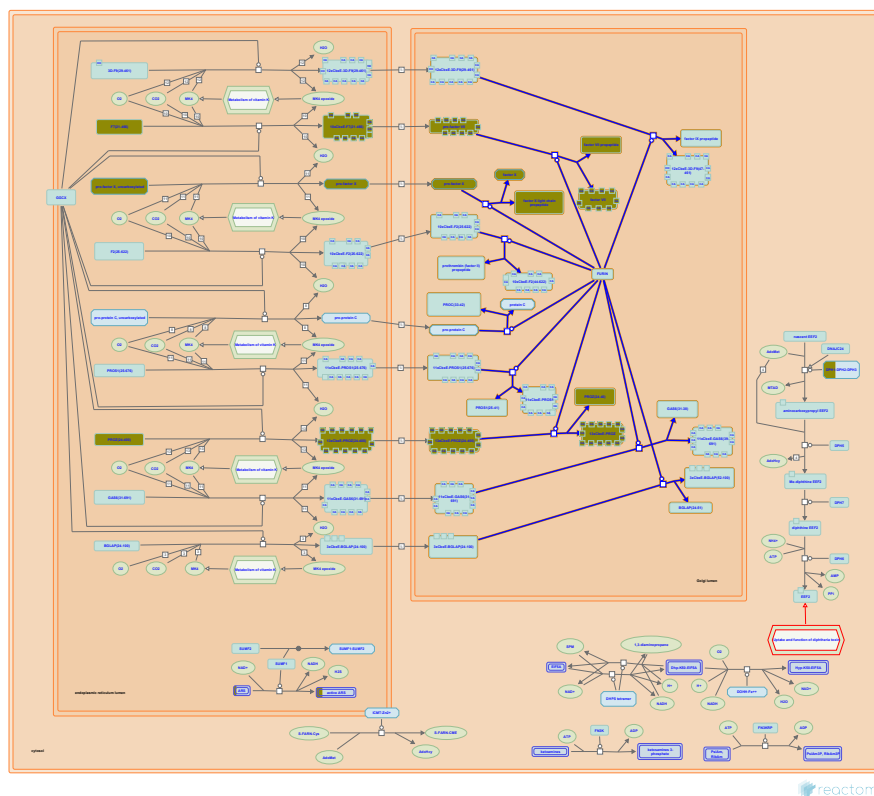

**Cellular compartments:** Golgi lumen.

Furin is an endopeptidase localized to the Golgi membrane that cleaves many proteins on the carboxyterminal side of the sequence motif Arg-[any residue]-(Lys or Arg)-Arg (Jones et al. 1995; Leduc et al. 1992). In the case of gamma-carboxylated proteins, if this cleavage does not occur, the proteins are still secreted but do not function properly (Bristol et al. 1993; Lind et al. 1997; Wasley et al. 1993). The aminoterminal fragments, "propeptides", generated in this reaction have no known function; the carboxylated, cleaved proteins are delivered to the cell membrane or secreted from the cell.

## References

- Leduc R, Molloy S S, Thorne BA & Thomas G (1992). Activation of human furin precursor processing endoprotease occurs by an intramolecular autoproteolytic cleavage. *J Biol Chem*, 267, 14304-8. [↗](#)
- Jones BG, Thomas L, Molloy S S, Thulin CD, Fry MD, Walsh KA & Thomas G (1995). Intracellular trafficking of furin is modulated by the phosphorylation state of a casein kinase II site in its cytoplasmic tail. *EMBO J*, 14, 5869-83. [↗](#)
- Lind B, Johnsen AH & Thorsen S (1997). Naturally occurring Arg(-1) to His mutation in human protein C leads to aberrant propeptide processing and secretion of dysfunctional protein C. *Blood*, 89, 2807-16. [↗](#)
- Bristol JA, Furie BC & Furie B (1993). Propeptide processing during factor IX biosynthesis. Effect of point mutations adjacent to the propeptide cleavage site. *J Biol Chem*, 268, 7577-84. [↗](#)

Wasley LC, Rehemtulla A, Bristol JA & Kaufman RJ (1993). PACE/furin can process the vitamin K-dependent pro-factor IX precursor within the secretory pathway. J. Biol. Chem., 268, 8458-65. [🔗](#)

### Edit history

### Elements found in this pathway

## 7. Loss of MECP2 binding ability to 5mC-DNA (R-HSA-9022538)

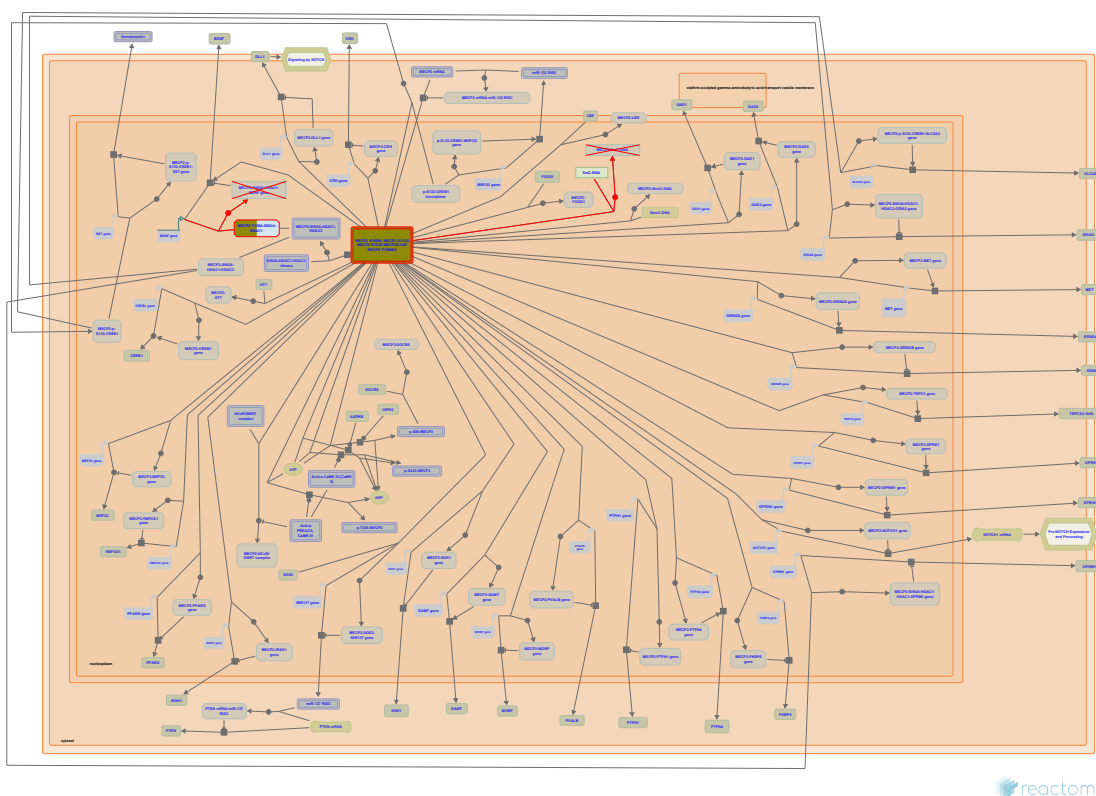

reactome

**Cellular compartments:** nucleoplasm.

**Diseases:** Rett syndrome.

Missense mutations in the methyl-CpG binding domain (MBD) of methyl-CpG-binding protein 2 (MECP2), spanning amino acids 90 to 162, negatively affect the binding ability of MECP2 to methylated DNA (Ghosh et al. 2008, Ho et al. 2008, Goffin et al. 2012, Mellen et al. 2012).

### References

- Ho KL, McNae IW, Schmiedeberg L, Klose RJ, Bird AP & Walkinshaw MD (2008). MeCP2 binding to DNA depends upon hydration at methyl-CpG. *Mol. Cell*, 29, 525-31. [🔗](#)
- Goffin D, Allen M, Zhang L, Amorim M, Wang IT, Reyes AR, ... Zhou Z (2011). Rett syndrome mutation MeCP2 T158A disrupts DNA binding, protein stability and ERP responses. *Nat. Neurosci.*, 15, 274-83. [🔗](#)
- Mellén M, Ayata P, Dewell S, Kriaucionis S & Heintz N (2012). MeCP2 binds to 5hmC enriched within active genes and accessible chromatin in the nervous system. *Cell*, 151, 1417-30. [🔗](#)
- Ghosh RP, Horowitz-Scherer RA, Nikitina T, Gierasch LM & Woodcock CL (2008). Rett syndrome-causing mutations in human MeCP2 result in diverse structural changes that impact folding and DNA interactions. *J. Biol. Chem.*, 283, 20523-34. [🔗](#)

### Edit history

### Elements found in this pathway

## 8. TP53 Regulates Transcription of Genes Involved in G2 Cell Cycle Arrest (R-HSA-6804114)

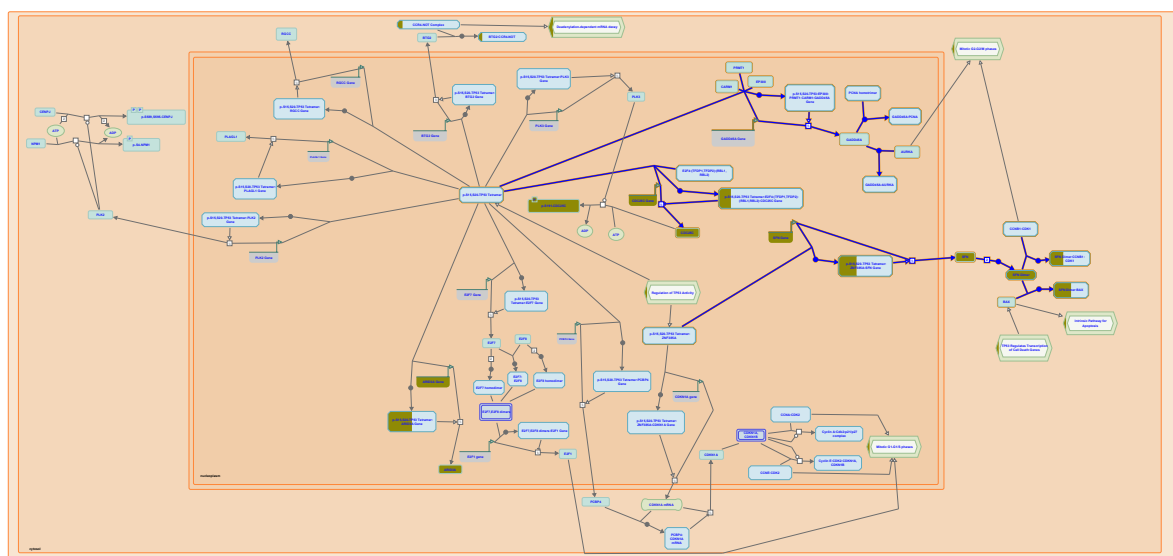

TP53 contributes to the establishment of G2 arrest by inducing transcription of GADD45A and SFN, and by inhibiting transcription of CDC25C. TP53 induces GADD45A transcription in cooperation with chromatin modifying enzymes EP300, PRMT1 and CARM1 (An et al. 2004). GADD45A binds Aurora kinase A (AURKA), inhibiting its catalytic activity and preventing AURKA-mediated G2/M transition (Shao et al. 2006, Sanchez et al. 2010). GADD45A also forms a complex with PCNA. PCNA is involved in both normal and repair DNA synthesis. The effect of GADD45 interaction with PCNA, if any, on S phase progression, G2 arrest and DNA repair is not known (Smith et al. 1994, Hall et al. 1995, Sanchez et al. 2010, Kim et al. 2013). SFN (14-3-3-sigma) is induced by TP53 (Hermeking et al. 1997) and contributes to G2 arrest by binding to the complex of CDK1 and CCNB1 (cyclin B1) and preventing its translocation to the nucleus. Phosphorylation of a number of nuclear proteins by the complex of CDK1 and CCNB1 is needed for G2/M transition (Chan et al. 1999). While promoting G2 arrest, SFN can simultaneously inhibit apoptosis by binding to BAX and preventing its translocation to mitochondria, a step involved in cytochrome C release (Samuel et al. 2001). TP53 binds the promoter of the CDC25C gene in cooperation with the transcriptional repressor E2F4 and represses CDC25C transcription, thus maintaining G2 arrest (St Clair et al. 2004, Benson et al. 2014). The zinc finger transcription factor ZNF385A (HZF) is a direct transcriptional target of TP53 that can form a complex with TP53 and facilitate TP53-mediated induction of SFN transcription (Das et al. 2007).

## References

- Shao S, Wang Y, Jin S, Song Y, Wang X, Fan W, ... Zhan Q (2006). Gadd45a interacts with aurora-A and inhibits its kinase activity. *J. Biol. Chem.*, 281, 28943-50. [↗](#)
- An W, Kim J & Roeder RG (2004). Ordered cooperative functions of PRMT1, p300, and CARM1 in transcriptional activation by p53. *Cell*, 117, 735-48. [↗](#)
- Sánchez R, Pantoja-Uceda D, Prieto J, Diercks T, Marcaida MJ, Montoya G, ... Blanco FJ (2010). Solution structure of human growth arrest and DNA damage 45alpha (Gadd45alpha) and its interactions with proliferating cell nuclear antigen (PCNA) and Aurora A kinase. *J. Biol. Chem.*, 285, 22196-201. [↗](#)

Kim HL, Kim SU & Seo YR (2013). A novel role for Gadd45 in base excision repair: modulation of APE1 activity by the direct interaction of Gadd45 with PCNA. *Biochem. Biophys. Res. Commun.*, 434, 185-90. [🔗](#)

Hall PA, Kearsey JM, Coates PJ, Norman DG, Warbrick E & Cox LS (1995). Characterisation of the interaction between PCNA and Gadd45. *Oncogene*, 10, 2427-33. [🔗](#)

### Edit history

### Elements found in this pathway

## 9. MECP2 regulates transcription of genes involved in GABA signaling (R-HSA-9022927)

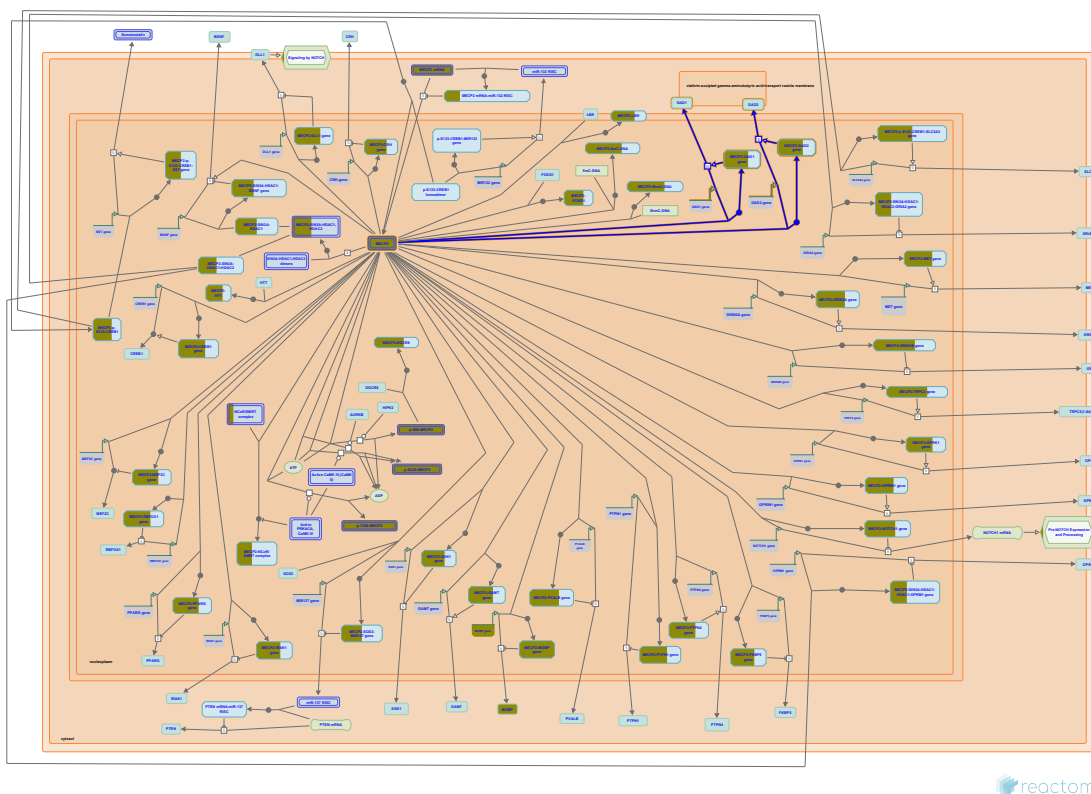

MECP2 regulates expression of several genes involved in GABA (gamma-aminobutyric acid) signaling. Transcription of GAD1 (GAD67) and GAD2 (GAD65) genes is directly positively regulated by MECP2. GAD1 and GAD2 are components of the glutamic acid decarboxylase complex involved in production of the neurotransmitter GABA. Mice lacking *Mecp2* from GABA-releasing neurons have decreased GABA levels and exhibit multiple Rett syndrome features (Chao et al. 2010).

*Mecp2* deletion in mouse GABAergic parvalbumin-expressing (PV) cells, cortical interneurons playing a key role in visual experience-induced ocular dominance plasticity, does not result in Rett-like phenotype, other than defects in motor coordination and motor learning. While functions of the visual cortex are preserved in mice lacking *Mecp2* in GABAergic PV cells, the visual input-induced spiking responses are decreased. *Mecp2* loss impairs maturation of membrane functions of cortical GABAergic PV cells. *Mecp2* may be needed for PV cell-mediated cortical GABA inhibition. *Mecp2*-deficient cortical PV cells show reduced mRNA levels of several genes involved in GABA signaling, such as Parvalbumin, *Gad2*, Calretinin, *Gabra1* and *Gabra2*, as well as reduced levels of *Glu3*, a glutamate receptor subunit, and *Kv3.1*, a potassium channel (He et al. 2014).

## References

- Chao HT, Chen H, Samaco RC, Xue M, Chahrour M, Yoo J, ... Zoghbi HY (2010). Dysfunction in GABA signalling mediates autism-like stereotypies and Rett syndrome phenotypes. *Nature*, 468, 263-9. [🔗](#)
- He LJ, Liu N, Cheng TL, Chen XJ, Li YD, Shu YS, ... Zhang XH (2014). Conditional deletion of *Mecp2* in parvalbumin-expressing GABAergic cells results in the absence of critical period plasticity. *Nat Commun*, 5, 5036. [🔗](#)

## Edit history

## Elements found in this pathway

## 10. Extrinsic Pathway of Fibrin Clot Formation (R-HSA-140834)

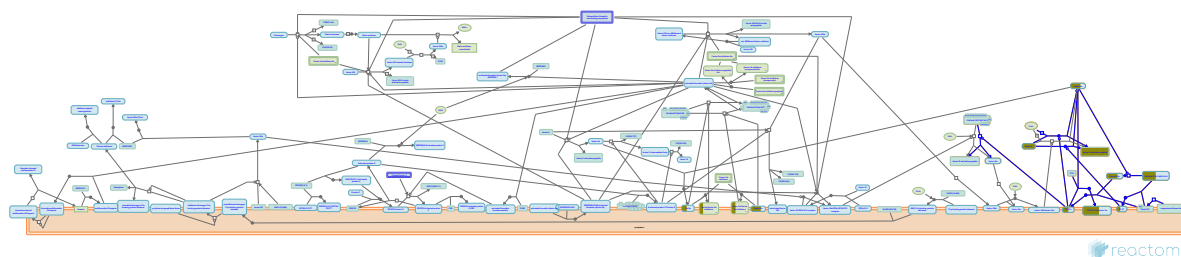

**Cellular compartments:** extracellular region.

Factor VII, the protease that initiates the normal blood clotting cascade, circulates in the blood in both its proenzyme (factor VII) and its activated (factor VIIa) forms. No clotting occurs, however, because neither form of the protein has any catalytic activity when free in solution. Blood clotting is normally initiated when tissue factor (TF), an intrinsic plasma membrane protein, is exposed to the blood by injury to the wall of a blood vessel. TF is then able to bind factor VIIa from plasma, and possibly also factor VII, to form complexes capable of catalyzing the conversion of factor X, from plasma, into its activated form, factor Xa. Factor Xa catalyzes the conversion of additional factor VII molecules to their activated form, increasing the amount of tissue factor:factor VIIa complex available at the site of injury, accelerating the generation of factor Xa, and allowing the activation of factor IXa as well. This process is self-limiting because as levels of factor Xa increase, tissue factor:factor VIIa complexes become trapped in the form of catalytically inactive heterotetramers with factor Xa and the protein TFPI (tissue pathway factor inhibitor). At this point the intrinsic pathway, as an independent source of activated factor X, is thought to become critical for the continuation of clot formation (Broze 1995; Mann et al. 2003).

The nature of the initial tissue factor:factor VII complexes formed is controversial. One model, building on the observation that the complex of factor VII and TF has low but measurable proteolytic activity on factor X, suggests that this complex begins the activation of factor X, and that as factor VIIa accumulates, tissue factor:factor VIIa complexes also form, accelerating the process (Nemerson 1988). A second model, building on the observation that normal plasma contains low levels of activated factor VII constitutively, suggests that complexes with factor VIIa form immediately at the onset of clotting (Rapaport and Rao 1995). The two models are not mutually exclusive, and in any event, the central roles of tissue factor and factor VIIa in generating an initial supply of factors IXa and Xa, and the self-limiting nature of the process due to the action of TFPI, are all well-established.

These events are outlined in the drawing: black arrows connect the substrates (inputs) and products (outputs) of individual reactions, and blue lines connect output activated enzymes to the other reactions that they catalyze.

### References

Broze GJ Jr (1995). Tissue factor pathway inhibitor and the revised theory of coagulation. *Annu Rev Med*, 46, 103-12. [🔗](#)

### Edit history

### Elements found in this pathway

11. Acrosome Reaction (R-HSA-1300645)

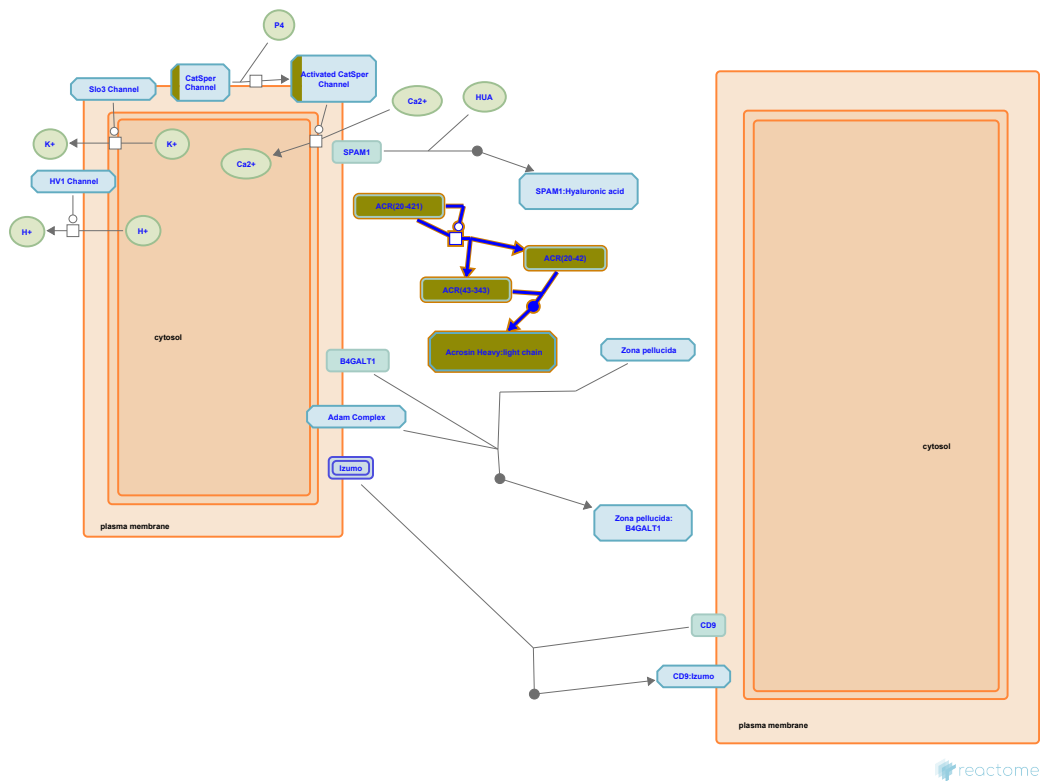

The acrosome reaction is stimulated by zona pellucida binding and subsequent downstream events, including  $\text{Ca}^{2+}$  influx. Proacrosin cleavage is the hallmark event of the acrosome reaction.

References

Ikawa M, Inoue N, Benham AM & Okabe M (2010). Fertilization: a sperm's journey to and interaction with the oocyte. J Clin Invest, 120, 984-94. [🔗](#)

Edit history

Elements found in this pathway

## 12. Gamma-carboxylation of protein precursors (R-HSA-159740)

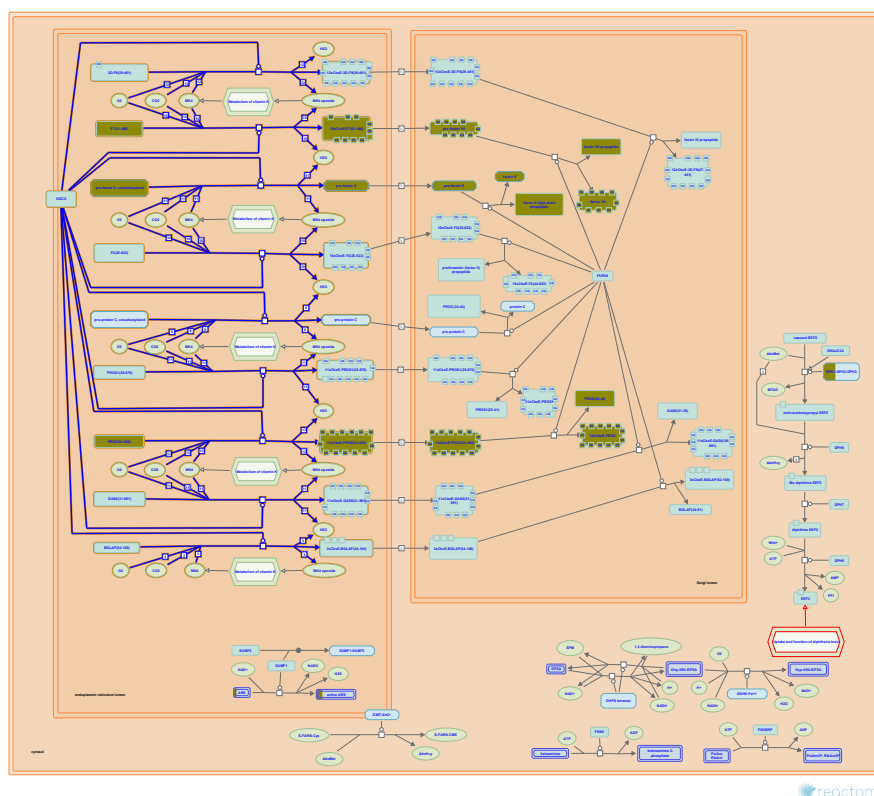

**Cellular compartments:** endoplasmic reticulum membrane.

Gamma-carboxylation of a cluster of glutamate residues near the amino termini of thrombin, factor VII, factor IX, factor X, protein C, protein S, protein Z, and Gas 6 is required for these proteins to bind  $\text{Ca}^{++}$  and function efficiently in blood clotting. A single enzyme, vitamin K-dependent gamma-carboxylase, catalyzes the gamma-carboxylation of all eight proteins involved in clotting (Morris et al. 1995; Brenner et al. 1998; Spronk et al. 2000). In the carboxylation reaction, the enzyme binds its substrate protein via a sequence motif on the amino terminal side of the glutamate residues to be carboxylated (Furie et al. 1999), then processively carboxylates all glutamates in the cluster before releasing the substrate (Morris et al. 1995; Berkner 2000; Stenina et al. 2001). The reaction occurs in the endoplasmic reticulum (Bristol et al. 1996).

## References

- Berkner KL (2000). The vitamin K-dependent carboxylase. *J Nutr*, 130, 1877-80. [🔗](#)
- Brenner B, Sanchez-Vega B, Wu SM, Lanir N, Stafford DW & Solera J (1998). A missense mutation in gamma-glutamyl carboxylase gene causes combined deficiency of all vitamin K-dependent blood coagulation factors. *Blood*, 92, 4554-9. [🔗](#)
- Furie B, Bouchard BA & Furie BC (1999). Vitamin K-dependent biosynthesis of gamma-carboxyglutamic acid. *Blood*, 93, 1798-808. [🔗](#)
- Stenina O, Pudota BN, McNally BA, Hommema EL & Berkner KL (2001). Tethered processivity of the vitamin K-dependent carboxylase: factor IX is efficiently modified in a mechanism which distinguishes Glu's from Gla's and which accounts for comprehensive carboxylation in vivo. *Biochemistry*, 40, 10301-9. [🔗](#)

Spronk HM, Farah RA, Buchanan GR, Vermeer C & Soute BA (2000). Novel mutation in the gamma-glutamyl carboxylase gene resulting in congenital combined deficiency of all vitamin K-dependent blood coagulation factors. Blood, 96, 3650-2. [🔗](#)

### Edit history

### Elements found in this pathway

### 13. Regulation of gene expression by Hypoxia-inducible Factor (R-HSA-1234158)

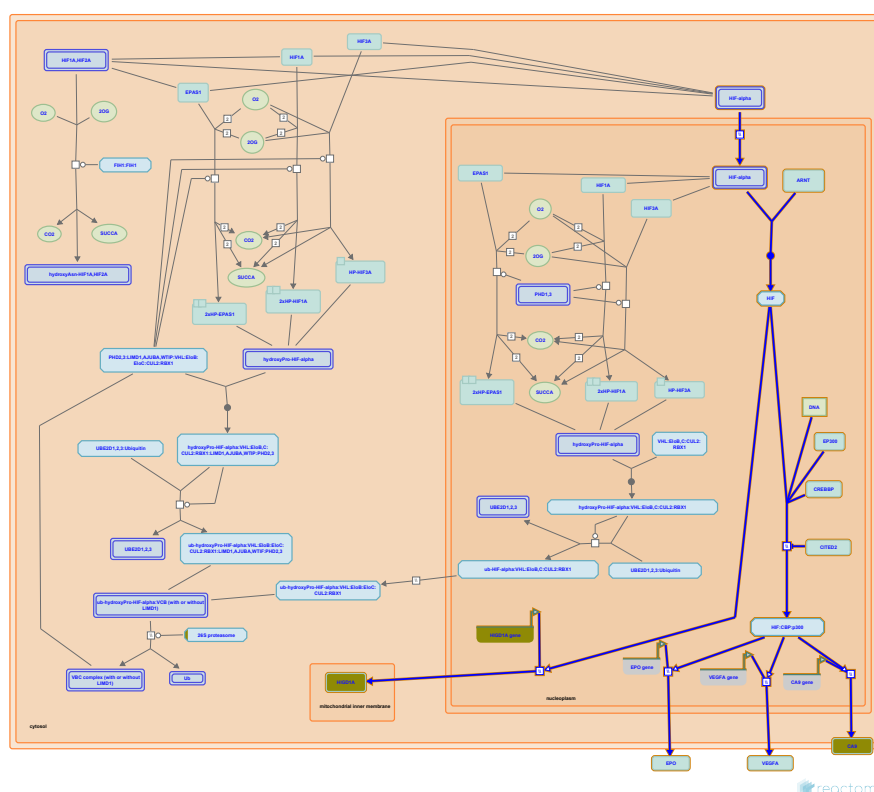

**Cellular compartments:** nucleoplasm.

HIF-alpha (HIF1A, HIF2A (EPAS1), HIF3A) is translocated to the nucleus, possibly by two pathways: importin 4/7 (Chachami et al. 2009) and importin alpha/beta (Depping et al. 2008). Once in the nucleus HIF-alpha heterodimerizes with HIF-beta (ARNT) (Wang et al. 1995, Jiang et al. 1996, Tian et al. 1997, Gu et al. 1998, Erbel et al. 2003) and recruits CBP and p300 to promoters of target genes (Ebert and Bunn 1998, Kallio et al. 1998, Ema et al. 1999, Gu et al. 2001, Dames et al. 2002, Freedman et al. 2002).

### References

- Chachami G, Paraskeva E, Mingot JM, Braliou GG, Görlich D & Simos G (2009). Transport of hypoxia-inducible factor HIF-1alpha into the nucleus involves importins 4 and 7. *Biochem Biophys Res Commun*, 390, 235-40. [🔗](#)
- Kallio PJ, Okamoto K, O'Brien S, Carrero P, Makino Y, Tanaka H & Poellinger L (1998). Signal transduction in hypoxic cells: inducible nuclear translocation and recruitment of the CBP/p300 co-activator by the hypoxia-inducible factor-1alpha. *EMBO J*, 17, 6573-86. [🔗](#)
- Depping R, Steinhoff A, Schindler SG, Friedrich B, Fagerlund R, Metzen E, ... Köhler M (2008). Nuclear translocation of hypoxia-inducible factors (HIFs): involvement of the classical importin alpha/beta pathway. *Biochim Biophys Acta*, 1783, 394-404. [🔗](#)
- Tian H, McKnight SL & Russell DW (1997). Endothelial PAS domain protein 1 (EPAS1), a transcription factor selectively expressed in endothelial cells. *Genes Dev*, 11, 72-82. [🔗](#)
- Jiang BH, Rue E, Wang GL, Roe R & Semenza GL (1996). Dimerization, DNA binding, and transactivation properties of hypoxia-inducible factor 1. *J Biol Chem*, 271, 17771-8. [🔗](#)

### Edit history

### Elements found in this pathway

14. DDX58/IFIH1-mediated induction of interferon-alpha/beta (R-HSA-168928)

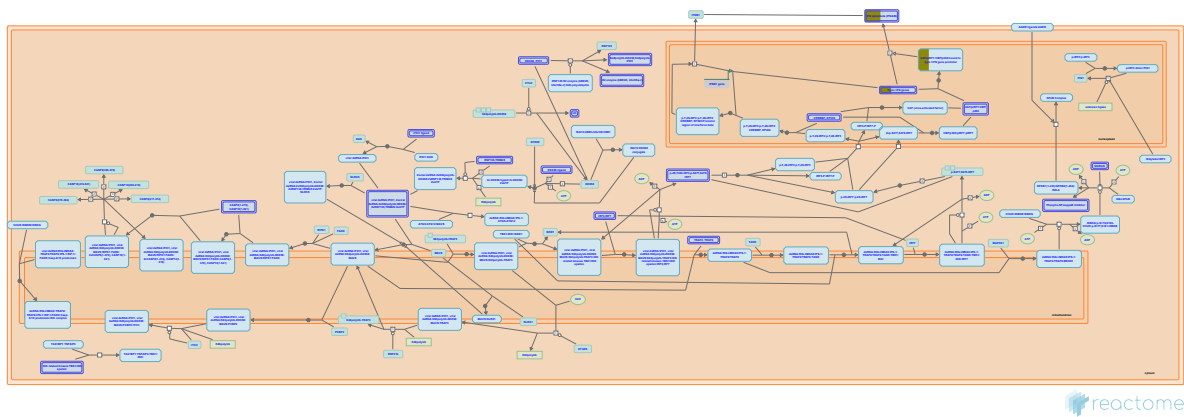

**Cellular compartments:** mitochondrial outer membrane.

RIG-I-like helicases (RLHs) the retinoic acid inducible gene-I (RIG-I) and melanoma differentiation associated gene 5 (MDA5) are RNA helicases that recognize viral RNA present within the cytoplasm. Functionally RIG-I and MDA5 positively regulate the IFN genes in a similar fashion, however they differ in their response to different viral species. RIG-I is essential for detecting influenza virus, Sendai virus, VSV and Japanese encephalitis virus (JEV), whereas MDA5 is essential in sensing encephalomyocarditis virus (EMCV), Mengo virus and Theiler's virus, all of which belong to the picornavirus family. RIG-I and MDA5 signalling results in the activation of IKK epsilon and (TAK1 binding kinase 1) TBK1, two serine/threonine kinases that phosphorylate interferon regulatory factor 3 and 7 (IRF3 and IRF7). Upon phosphorylation, IRF3 and IRF7 translocate to the nucleus and subsequently induce interferon alpha (IFNA) and interferon beta (IFNB) gene transcription.

References

Honda K, Yanai H, Takaoka A & Taniguchi T (2005). Regulation of the type I IFN induction: a current view. *Int Immunol*, 17, 1367-78. [🔗](#)

Loo YM, Fornek J, Crochet N, Bajwa G, Perwitasari O, Martinez-Sobrido L, ... Gale M Jr (2008). Distinct RIG-I and MDA5 signaling by RNA viruses in innate immunity. *J Virol*, 82, 335-45. [🔗](#)

Bowie AG & Unterholzner L (2008). Viral evasion and subversion of pattern-recognition receptor signalling. *Nat Rev Immunol*, 8, 911-22. [🔗](#)

Yoneyama M & Fujita T (2008). Structural mechanism of RNA recognition by the RIG-I-like receptors. *Immunity*, 29, 178-81. [🔗](#)

Yoneyama M & Fujita T (2007). RIG-I family RNA helicases: cytoplasmic sensor for antiviral innate immunity. *Cytokine Growth Factor Rev*, 18, 545-51. [🔗](#)

Edit history

## Elements found in this pathway

15. PTK6 Expression (R-HSA-8849473)

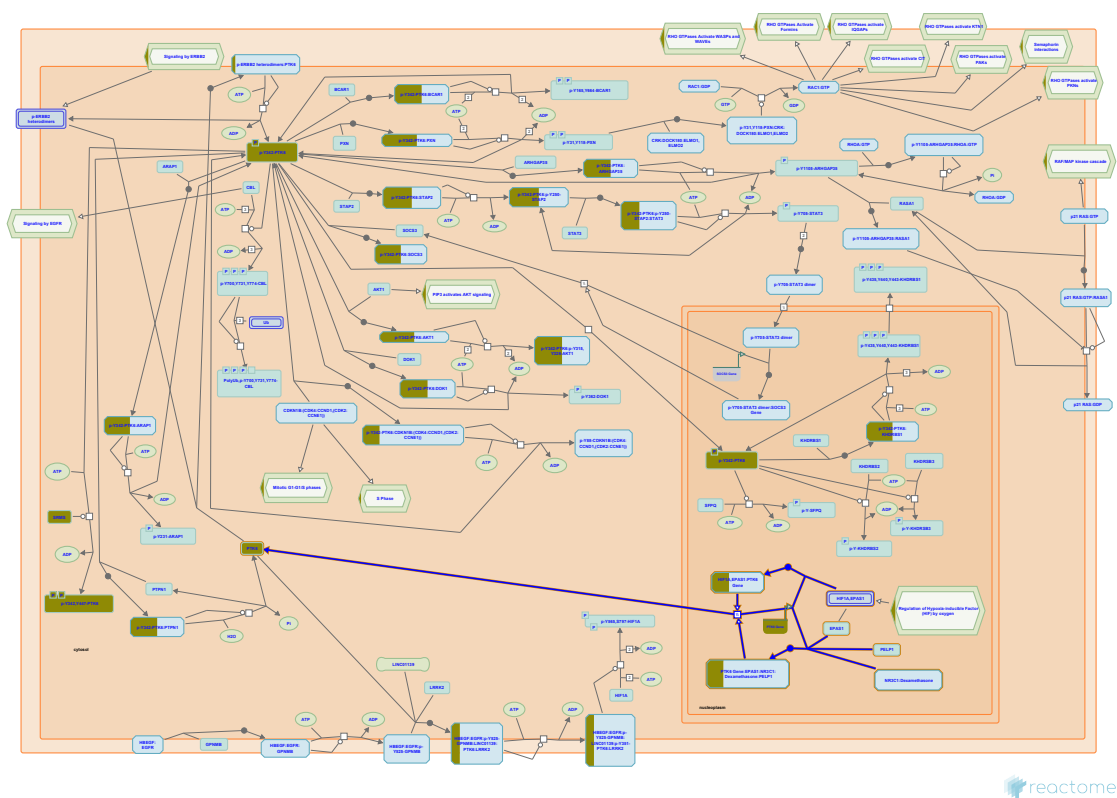

Levels of PTK6 increase under hypoxic conditions due to direct transcriptional regulation of PTK6 gene by hypoxia inducible transcription factors (HIFs) (Regan Anderson et al. 2013). PTK6 protein levels are also rapidly stabilized in hypoxic conditions in a HIF-independent manner (Pires et al. 2014). It has also been shown that PTK6 is ubiquitinated in normoxic conditions by a so far unknown E3 ligase (Pires et al. 2014).

References

Regan Anderson TM, Peacock DL, Daniel AR, Hubbard GK, Lofgren KA, Girard BJ, ... Lange CA (2013). Breast tumor kinase (Brk/PTK6) is a mediator of hypoxia-associated breast cancer progression. *Cancer Res.*, 73, 5810-20. [🔗](#)

Pires IM, Blokland NJ, Broos AW, Poujade FA, Senra JM, Eccles SA, ... Hammond EM (2014). HIF-1-independent hypoxia-induced rapid PTK6 stabilization is associated with increased motility and invasion. *Cancer Biol. Ther.*, 15, 1350-7. [🔗](#)

Edit history

Elements found in this pathway

How the deposited data were processed for this re-analysis (not part of the article)

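miRNAs were measured in C3H10T1/2 cells of the WT, MT and control groups, with 2 RNA samples per group, on 8 one-colour Agilent arrays of 1 slide. The authors deposited the scanner output of each array, made by Feature Extraction, with the intensity of every spot after background subtraction and detrending, and a table of the whole series. That table's values equal the background-subtracted intensity of each spot to within 0.005 signal units on every array, with medians between -0.09 and 2.31, so it holds the same values on the same linear scale with no normalization between arrays, and gave no separate alternative. The normalization that the authors used for these arrays is not given in the sources used here. The genome build in the file header is mm9. The other deposited columns used were marks set by Feature Extraction for each spot (outlier, well above background, saturated).

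Control spots and spots marked as outliers were left out, and the remaining spots of a probe were averaged. Each array was divided by the 75th percentile of the 174 probes detected on all 8 arrays, since under 25% of the mouse miRNAs were detected on an array. A floor was then set at the median over the arrays of the lowest scaled signal among detected probes (4.11 on the log2 scale), and log2 was taken. For a miRNA with several probes, the probe with the highest mean signal was used, and a miRNA counted as detected when any of its probes was. The 2 arrays of each WT replicate were averaged on the log2 scale first. Of 611 mouse miRNAs, 449 were detected on no array and 103 on all 8. The 142 detected on all arrays of at least 1 group were tested, of which 4 were detected on no WT array and 8 on no MT array. A difference against such a group is a bound only, and none of the miRNAs named here is among them.

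All 3 groups were fitted together with limma version 3.58.1 in R version 4.3.3 (lmFit and eBayes, Benjamini-Hochberg over the miRNAs tested, threshold 0.05), without a replicate block. Figures were drawn with matplotlib version 3.10.9. For changes against the shared control samples, 1000 sets of unchanged groups were simulated, once with errors drawn independently for each miRNA and once with errors drawn along the 3 observed differences between replicates.

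The fit was tested on simulated data with the observed spreads of the 142 miRNAs. In the simulation of MT against control, 20 of 20 miRNAs changed 4-fold and 9 of 10 changed 2-fold were called, and 0 of 112 unchanged miRNAs were. In that of WT against control, the same numbers of changed miRNAs were called, with 3 of 112 unchanged. In that of WT against MT the numbers were again 20 and 9, with 1 of 112 unchanged. These simulations draw errors independently for each miRNA. The miRNAs changed 4-fold also make the adjustment milder for those changed 2-fold, so this recovery of 2-fold changes does not carry over to data with fewer large changes. When the spots of 20 bright miRNAs were multiplied by 4 on the MT arrays, the change of these miRNAs relative to the others was recovered as 2.00 on the log2 scale, but the scaling itself shifted the other miRNAs by -0.67, so changes are relative to the 75th percentile and not absolute.

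The rule for naming miRNAs, the lists and the alternatives were set before the data were examined, apart from 2 alternatives chosen later and the miRNAs that the other observations name outside the rule, which were chosen after their values were seen. By the rule, the miRNAs named were, in each comparison, the 5 largest differences among miRNAs past the threshold whose arrays did not overlap, or the 3 smallest p where none passed; the members of 3 lists that passed; every detected miRNA whose gene lies within 25 kb of a Gli1 peak in Additional file 3; and any viral miRNA detected on all 8 arrays. The 2 lists of Runx2-targeting miRNAs and of hedgehog and cartilage miRNAs were written from general knowledge, and all arms on the array were taken where an entry names none. The copy of Additional file 3 used here holds 769 of the 795 genes that the paper gives for the WT group, so no set test was run on it.

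The alternatives covered the scaling percentile, quantile normalization, the signal column, normexp background correction, the floor, the filter, the choice of probes, outlier spots, the technical arrays, the replicate block, the samples in the fit, an intensity trend and leaving out each replicate, with the side of the slide as a term and a crossed pairing of replicates chosen after seeing the data. Normexp was run on the median signal of each spot with an offset of 50 signal units, which makes the log2 differences of dim miRNAs smaller. The slide could not be used as a block, since all arrays lay on 1 slide. Base composition of the miRNAs was not analysed here.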

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

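The paper's text reports no miRNA values, so every result here comes from data outside its analysis. The tests of the slide rows, of the gradient along the slide, of brightness, of dim miRNAs and of independent errors were chosen after the results were seen. So was the term for the side of the slide, which was chosen because of the correlation between the difference of the WT replicates and the MT changes, and so was the simulation for WT replicate 2 alone.

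For MT against control, 56 of 142 miRNAs had an unadjusted p under 0.05 in limma's test, 38 higher and 18 lower in the MT group, and for WT against control 40 had, 25 higher and 15 lower, where 7.1 are reached by chance. These counts and directions depend on the scaling. Over all mouse probes, 26 had an unadjusted p under 0.05 for MT against control and 3 for WT against control, all lower than in control. The percentile of that scaling lay close to the SD of the negative controls. Under the total gene signal, with 166 miRNAs tested, 24 and 12 had an unadjusted p under 0.05. None of the 142 passed the adjusted threshold, with a smallest adjusted p of 0.06 for MT against control and 0.14 for WT against control. The changes of both groups against control went together across miRNAs, with Pearson's r = 0.92 and Spearman's rho = 0.93 (miRNAs are not independent replicates). Between the WT and MT groups themselves, 0 miRNAs had an unadjusted p under 0.05, and 4 had under normexp, where 7.1 are reached by chance. With 1 WT or MT replicate left out, the median size of these differences, without sign, was 0.11 to 0.18, against 0.11 with all samples. The WT count depends most on WT replicate 1. Without it, 4 miRNAs had an unadjusted p under 0.05 for WT against control, without WT replicate 2, 36 had, and without control replicate 1 and control replicate 2, 31 and 26 had. The MT count was 22 without MT replicate 1, 54 without MT replicate 2, 43 without control replicate 1 and 34 without control replicate 2.

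The tables argue against several technical explanations. Shared control samples with errors independent between miRNAs gave a mean r of 0.50 and 95% of simulated values between 0.30 and 0.67, below the observed 0.92. After quantile normalization, which gives every array the same distribution of brightness, r was 0.91, and over the 103 miRNAs detected on all 8 arrays, away from the floor, it was 0.94. The row of the slide separates WT from the other groups but not MT from control, and the median size of the MT minus control differences, without sign, was 0.370 on the log2 scale, against 0.10 and 0.18 when the same 4 samples were regrouped with 1 MT and 1 control sample on each side of the difference. Noise of single probes is excluded for the 70 miRNAs with 2 probes detected on all arrays, where the changes at the 2 probes correlated at r = 0.988.

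The difference between the WT replicates was also unusual. WT replicate 1 minus WT replicate 2 correlated with MT minus control at r = 0.70 across the 142 miRNAs, although the 2 differences share no sample. Unchanged groups with independent errors gave 95% of values between -0.27 and 0.24. With each MT and each control sample taken singly, r lay between 0.39 and 0.81. So 2 RNA samples of cells given the same protein differed from each other in part along the direction in which the MT and control groups differed. A stronger response to the protein in WT replicate 1 than in WT replicate 2 would also give this, and no test here excludes it. WT replicate 1 and both MT samples lay on the left side of the slide (columns 1 and 2), and WT replicate 2 and both control samples on the right side (columns 3 and 4). A gradient along the slide goes against the arrays of one RNA in neighbouring columns, whose difference correlated with MT minus control at r = -0.0104 in columns 1 and 2 and at -0.13 in columns 3 and 4. A step between the sides stays open. With the side of the slide as a term, 0 miRNAs had an unadjusted p under 0.05 for MT against control and 4 for WT against control, but that term rests on the 2 WT samples alone and widens the error, so the side of the slide and the group cannot be told apart for MT against control. For WT replicate 1 against MT, which share the left side, the median size of the difference, without sign, was 0.13. For WT replicate 2 against control, which share the right side, it was 0.24. The term for the side gives these same differences for WT against MT and WT against control. So does leaving out the other WT replicate, so these are not separate pieces of evidence. These 2 comparisons rest on a lone WT sample and on a spread taken from MT and control samples of both sides, so they are not tests within one side. The median size of the change against control was 0.24 for WT replicate 2 and 0.39 for WT replicate 1, and these changes correlated with MT minus control at r = 0.86 and 0.90. For a single WT sample and the same shared control samples, unchanged groups with independent errors gave a mean r of 0.41 and 95% of values between 0.18 and 0.61, which goes against a step between the sides as the whole cause if errors are independent. With errors along the differences between replicates, 23.5% of simulated unchanged sets reached the r of WT replicate 2, so a step between the sides is not excluded.

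Several explanations stay open for the shared changes. Errors that run along the observed differences between replicates, together with the shared control samples, reached the observed correlation in 17.8% of simulated unchanged sets, so the correlation alone does not exclude chance differences between the control samples and the others. Those same simulations reached the observed median size of the MT changes in 0.1% of sets and of the WT changes in 0.3%, but they rest on 3 differences between replicates. A difference in the stringency of hybridization and washing could not be weighed, because the stringency spike-in ratio was 0 on 7 of the 8 arrays. Base composition of the miRNAs, which affects hybridization, was not tested and stays open as an explanation of which miRNAs were higher and which lower. A response of the cells to both added IhhN proteins is the biological explanation that the design names. The control cells were given no protein, and the paper's methods describe no control preparation without IhhN. A response to IhhN itself thus cannot be told from a response to anything else added with it. Either response may account for part of the changes, and no test here separates it from the other explanations.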

How the results depend on the processing

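The term for the side of the slide and the crossed pairing were chosen after seeing the data.

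The count of 0 miRNAs past an adjusted p of 0.05 for WT against control, MT against control and WT against MT was also 0 in all 3 under 75th percentile scaling over all mouse probes, quantile normalization, no filter, the mean of all probes, outlier spots kept, either technical array alone, only the 2 groups compared, an intensity trend and the term for the side of the slide. Normexp background correction gave 22 for WT against control and 40 for MT against control. The Feature Extraction total gene signal gave 3 and 3, and 0.5 times the floor gave 1 and 1. In MT against control alone, 29 passed among miRNAs detected on all 8 arrays and 11 with all 8 arrays in the fit and the RNA sample as a random block. In that comparison 25 miRNAs passed both under normexp and among those detected on all 8 arrays, and 0 passed both under the total gene signal and normexp. With fewer miRNAs tested the adjustment is milder. The test itself also differed, since limma weights a spread shared over miRNAs by its prior degrees of freedom. These were 3.89 in the fit of the 142 miRNAs and 7.235 among miRNAs detected on all 8 arrays. Under normexp they were infinite, so all miRNAs had the same spread there. How much each of these moved the counts was not tested. With a replicate as the left-out sample, the lone sample of its group was assumed to vary like the other groups. MT against control then ranged from 0 to 18 and WT against MT from 0 to 1, with the highest values without MT replicate 2, and WT against control stayed at 0.

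The replicate block gave 0 calls in all 3 comparisons and changed no call. Deviations from the group means of same-numbered samples correlated across miRNAs at 0.02 for WT and MT, 0.39 for WT and control and -0.46 for MT and control. Same-numbered samples thus did not deviate in one common direction over the 3 groups. These values cannot tell whether the samples share more than a number. The crossed pairing of MT and control was chosen because of the -0.46. It takes that spread out of the error, which favours calls. The crossed pairing called 26 for MT against control, 4 of them in the hedgehog and cartilage list, and no conclusion is drawn from its calls.

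The number of miRNAs with a fold change above 2 was 3 for WT against control, 1 for MT against control and 0 for WT against MT. The total gene signal gave 33, 34 and 24, normexp 0 for WT against control and 0 for MT against control, and scaling over all mouse probes 5 and 31. Among miRNAs detected on all 8 arrays there were 1 and 0. The mean of all probes gave 0 for WT against control, and the term for the side of the slide 0 there and 1 for WT against MT. In MT against control, 0.5 times the floor gave 3, no filter 2, outlier spots kept 4 and quantile normalization 5. For WT against MT, no filter, outlier spots kept and the second technical array alone gave 1 each. Leaving out a replicate gave 0 to 5 for WT against control (0 without WT replicate 1, 5 without WT replicate 2), 1 to 8 for MT against control (8 without MT replicate 2, 7 and 4 without control replicate 1 and 2, 2 without MT replicate 1) and 0 to 2 for WT against MT (2 without MT replicate 2, 1 without WT replicate 2). The cause of these changes was not tested.

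The correlation of WT and MT changes (r = 0.92) was 0.74 under the total gene signal, 0.86 with no filter, 0.77 with outlier spots kept and 0.76 with the term for the side of the slide, and 0.83 (without MT replicate 2) to 0.94 with a replicate left out. The ratio of the WT replicate SD to the technical SD, 2.08, was 4.54 under the total gene signal. Viral miRNAs detected on at least 1 array numbered 3, and 5 by Feature Extraction's own detection call.

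Over all miRNAs tested, the hedgehog and cartilage list had 0 calls in the 3 comparisons together, 7 under normexp, 4 among miRNAs detected on all 8 arrays, 3 with the RNA sample as a random block and 0 to 3 (3 without MT replicate 2) with a replicate left out. Adjusted over the list alone it had 4 calls, 0 under scaling over all mouse probes, under the total gene signal and with the term for the side of the slide, 7 under normexp, the mean of all probes and the fit of only the 2 groups compared, 8 under the crossed pairing and 1 (without control replicate 1) to 7 (without MT replicate 2) with a replicate left out, with 2 each without control replicate 2 and MT replicate 1. The Gli1-bound miRNAs had 0 calls, 1 under normexp and 0 to 1 (1 without MT replicate 2) with a replicate left out. Over the list alone they had 0, 4 under the crossed pairing and 0 to 2 with a replicate left out (2 without MT replicate 2, 1 without WT replicate 2). The Runx2-targeting list kept 0 calls in every setting.

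Scaling decides the direction of the small changes. The total gene signal tested 166 miRNAs and the other settings given here 142. Of the miRNAs tested, 61.3% were higher in WT than in control, 29.6% when scaled over all mouse probes, 49.4% under the total gene signal and 80.3% under normexp. The share in MT against control was 57.7%, 10.6%, 47.0% and 73.9%, and for WT against MT 37.3%, 92.3%, 56.0% and 66.2%, with 57.7% under quantile normalization. Scaling over all mouse probes moved the median change from 0.11 to -0.19 for WT against control, from 0.13 to -0.51 for MT against control and from -0.04 to 0.30 for WT against MT, so directions hold only relative to these medians. That percentile lay at 3.70 to 8.05 signal units, close to the SD of the negative controls. Signal over background limits the dim miRNAs. The lowest scaled signal of a detected probe was 41.4 and 38.9 on the 2 arrays in column 1 and 12.4 to 25.0 on the other 6.

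The table of the whole series gave no separate value because it repeats the scanner values, and the slide as a block was not run because all arrays lay on 1 slide.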

Other observations

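The miRNAs above a fold change of 2, the comparison of arms and cluster members and the names of 4 miRNAs in the hedgehog and cartilage list were chosen after the values were seen.

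The miRNAs with the smallest p did not pass the adjusted threshold in any comparison. For WT against control these were miR-29b-3p, with a log2 difference of -1.06 (standard error 0.22, adjusted p = 0.14 from limma), miR-574-5p, at 0.75 (adjusted p = 0.14), and miR-202-3p, at 0.56 (adjusted p = 0.14). In MT against control they were miR-423-5p, at 0.82 (adjusted p = 0.06), miR-214-3p, at 0.78 (adjusted p = 0.06), and miR-181a-5p, at 0.80 (adjusted p = 0.06). In each of these 6 cases both samples of one group lay above both of the other, which chance gives for 33.3% of miRNAs. Under the total gene signal miR-29b-3p and miR-181a-5p had the opposite sign, at 2.41 and -0.11. The adjusted p over the alternatives ranged from 0.06 to 0.83 for miR-29b-3p, from 0.009 to 0.98 for miR-574-5p, from 0.03 to 0.98 for miR-202-3p, from 0.006 to 0.95 for miR-423-5p, from 0.003 to 0.95 for miR-214-3p and from 0.006 to 0.99 for miR-181a-5p. Of 23 alternatives, 1 each took miR-574-5p and miR-202-3p past the threshold and 5 each the 3 miRNAs of MT against control. For WT against MT, miR-1892 (-0.46), miR-322-3p (0.35) and miR-669f-3p (-0.45) had the smallest p, each with an adjusted p of 0.99; miR-1892 was detected on 2 of 4 WT arrays and 1 of 2 MT arrays.

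The fold change above 2 that the paper names for its mRNA arrays was reached by miR-29b-3p, miR-19b-3p (-1.14) and miR-301a-3p (-1.05) for WT against control and by miR-188-5p (1.30) for MT against control. miR-19b-3p was detected on 2 of 4 WT arrays and miR-301a-3p on 3. The 2 MT replicates of miR-188-5p differed by more than the groups did (SD 1.89), and its samples overlapped between groups. Without MT replicate 1 its difference was -0.04.

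In Additional file 3, 13 miRNA genes of the WT group and 2 of the MT group lie within 25 kb of a Gli1 peak, among the 769 of 795 WT genes in the copy used here. The array measured 8 mature forms of these genes, and 6 were tested. In mm9, the build of the paper's promoter array, Mir152 lies on chromosome 11 from 96711707 to 96711779, 1174 bp from a peak of the WT group. Mir34c and Mir34b lie on chromosome 9 from 50911139 to 50911215 and from 50911667 to 50911750, 24077 and 24605 bp from the nearest WT peak. Mir680-2 lies on chromosome X from 140732333 to 140732442, 18735 bp from a peak of the MT group, and the array does not separate it from other miR-680 genes. For WT against control the log2 difference was -0.44 for miR-152-3p, -0.63 for miR-34b-5p, 0.37 for miR-34b-3p, -0.39 for miR-34c-5p, 0.19 for miR-34c-3p and 0.11 for miR-680, with adjusted p between 0.14 and 0.84. The MT difference from control was -0.31, -0.57, 0.45, -0.39, -0.03 and 0.64 in the same order, with adjusted p between 0.09 and 0.94. For WT against MT it was -0.13, -0.06, -0.09, 0.01, 0.21 and -0.54, with adjusted p between 0.99 and 1. None of these passed the threshold in limma's test. Normexp gave 0.02 and 0.01 for miR-152-3p in WT and MT against control, so its direction is not settled. The scaling over all mouse probes gave -0.17 for miR-34c-3p in WT against control. That scaling moved miRNAs above the floor alike, so this direction holds only relative to the scaling. Against control miR-34b-5p and miR-34c-5p kept their sign in all 23 alternatives in both groups. miR-34c-3p for MT kept it in 19 of 23 and miR-680 for WT in 20 of 22. Several of these alternatives, such as the replicate block and the intensity trend, change the test and not the difference. They could not change a sign, so these counts are not counts of separate checks.

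The 2 arms of miR-34b differed in direction against control in both groups. Under the scaling over all mouse probes miR-34b-3p was at 0.01 for WT and at -0.26 for MT. miR-34b-5p moved alike, to -0.98 and -1.28, so the difference between the arms stayed the same. Mature forms of the miR-17 to miR-92a cluster also differed, but miR-19b-3p and miR-92a-3p are made from another cluster too, and the array does not separate the sources. In WT against control miR-92a-3p was at 0.47, miR-19b-3p at -1.14 and miR-20a-5p at -0.32. In MT against control they were at 0.53, -0.97 and -0.25. The direction of miR-20a-5p changed under normexp, to 0.21 for WT and 0.15 for MT, and under the total gene signal for WT, to 0.16. Under the scaling over all mouse probes miR-92a-3p for MT was at -0.19. miR-20a-5p moved alike, to -0.97, so the contrast between these members stayed the same. miR-19b-3p was lower under all 4 of the other scalings and signals, but under normexp only at -0.11 for WT and -0.14 for MT. The differences between arms or members were not tested.

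In the list of hedgehog and cartilage miRNAs, 12 mature forms were tested and 0 passed over all miRNAs. Adjusted over the list alone, 4 passed for MT against control, 0 for WT against control and 0 for WT against MT. The 4 are miR-214-3p (0.78), miR-455-3p (0.78), miR-199a-5p (0.59) and miR-92a-3p (0.53), each with an adjusted p of 0.06 over all miRNAs. The direction changed for miR-455-3p under the total gene signal, at -0.25. Under the scaling over all mouse probes miR-199a-5p and miR-92a-3p were at -0.13 and -0.19. That scaling moved miRNAs above the floor alike, so these 2 signs do not show a change relative to the other miRNAs. With the term for the side of the slide 0 passed over the list alone. Of the Runx2-targeting list 6 forms were tested, and 0 passed over all miRNAs or adjusted over the list alone, with 2 at an unadjusted p under 0.05 for WT against control, 1 for MT against control and 0 for WT against MT.

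Of the 39 viral miRNAs, 3 were detected on at least 1 array and 0 on all 8. mcmv-miR-M23-1-5p and mghv-miR-M1-2-3p were each detected on the 6 arrays outside column 1, at log2 signals of up to 5.86 and 4.77 where detected. The signal of mghv-miR-M1-2-3p did not follow its detection. It was at the floor of 4.11 on control replicate 1, where detected, and at 4.82 on the first array of WT replicate 1, where not. No explanation was tested for the viral detections.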
